# 4E-BP1–dependent translation in microglia controls mechanical hypersensitivity in male and female mice

**DOI:** 10.1172/JCI180190

**Published:** 2025-06-02

**Authors:** Kevin C. Lister, Calvin Wong, Weihua Cai, Sonali Uttam, Patricia Stecum, Rose Rodrigues, Mehdi Hooshmandi, Nicole Brown, Jonathan Fan, Noe Francois-Saint-Cyr, Shannon Tansley, Volodya Hovhannisyan, Diana Tavares-Ferreira, Nikhil Nageshwar Inturi, Khadijah Mazhar, Alain Pacis, Jieyi Yang, Alfredo Ribeiro-da-Silva, Christos G. Gkogkas, Theodore J. Price, Jeffrey S. Mogil, Arkady Khoutorsky

**Keywords:** Cell biology, Neuroscience, Pain

## Abstract

Spinal microglia play a pivotal role in the development of neuropathic pain. Peripheral nerve injury induces changes in the transcriptional profile of microglia, including increased expression of components of the translational machinery. Whether microglial protein synthesis is stimulated following nerve injury and has a functional role in mediating pain hypersensitivity is unknown. Here, we show that nascent protein synthesis is upregulated in spinal microglia following peripheral nerve injury in both male and female mice. Stimulating mRNA translation in microglia by selectively ablating the translational repressor eukaryotic initiation factor 4E–binding protein 1 (4E-BP1) promoted the transition of microglia to a reactive state and induced mechanical hypersensitivity in both sexes, whereas spontaneous pain was increased only in males. Conversely, inhibiting microglial translation by expressing a mutant form of 4E-BP1 in microglia attenuated their activation following peripheral nerve injury and alleviated neuropathic pain in both sexes. Thus, stimulating 4E-BP1–dependent translation promotes microglial reactivity and mechanical hypersensitivity, whereas inhibiting it alleviates neuropathic pain.

## Abstract 2

Peripheral nerve injury triggers an increase in translation within spinal microglia, leading to their activation and the development of mechanical hypersensitivity.

## Introduction

Peripheral nerve injury may lead to neuropathic pain, a prevalent and debilitating chronic pain condition. Nerve injury–induced proliferation and activation of microglia in the spinal cord is one of the key processes mediating the development of neuropathic pain (1–4). Activated microglia promote pain hypersensitivity through various mechanisms, including (i) enhancement of excitatory synaptic transmission via release of TNF, IL-1β, IL-6, PGE_2_, and ATP (5–8); and (ii) reduction in inhibitory tone via suppression of inhibitory synaptic transmission by proinflammatory cytokines (8, 9) and BDNF-mediated downregulation of K^+^-Cl^–^ cotransporter [KCC2] in neurons (10, 11), as well as via engulfment of inhibitory synapses (12, 13) and components of the extracellular matrix, such as perineuronal nets (14). The critical role of microglia in neuropathic pain is sexually dimorphic (15, 16). Whereas both sexes exhibit microglial proliferation and activation in response to peripheral nerve injury, the functional role of microglia in mediating neuropathic pain is predominantly observed in male animals (2, 17).

Stimulation of microglia in response to peripheral nerve injury is mediated via the release of proteases (18, 19) and bioactive molecules (2) from damaged or hyperactive sensory neurons in the spinal cord dorsal horn. These molecules bind to and activate their corresponding receptors on microglia (e.g., CSF1-CSF1R, ATP-P2X4R/P2Y12R, and CX3CL1-CX3CR1) (3, 20–22), triggering the downstream activation of intracellular signaling pathways such as p38, ERK1/2, and AKT (23–28) and eliciting changes in gene expression. Numerous studies have focused on transcriptional changes in microglia as an important mechanism to modulate their functional state. These studies have also revealed that peripheral nerve injury induces transcriptional upregulation of genes encoding for components of translational machinery, including the small and large ribosomal subunits and translational factors (29, 30). Furthermore, a recent study demonstrated that local mRNA translation is essential for efficient phagocytic activity in microglia, a process central to their ability to promote pain hypersensitivity (31). Despite accumulating evidence of increased expression of translation machinery components following peripheral nerve injury, and the central role of local protein synthesis in microglial phagocytosis, the functional role of microglial protein synthesis in neuropathic pain remains unknown.

In this study, we assessed microglial protein synthesis following peripheral nerve injury using metabolic labeling and manipulated translation in microglia using mouse genetics. We found that peripheral nerve injury in mice resulted in increased rates of protein synthesis in spinal microglia. Furthermore, we demonstrated that increasing translation selectively in microglia was sufficient to trigger their transition to a reactive state and induce mechanical pain hypersensitivity in both sexes, whereas spontaneous pain was increased only in males. Conversely, inhibiting microglial translation decreased nerve injury–induced microglia activation and alleviated neuropathic pain in both sexes. Our findings demonstrate that elevated microglial translation following peripheral nerve injury plays a functional role in promoting pain hypersensitivity.

## Results

### Nascent protein synthesis is increased in microglia after peripheral nerve injury.

We first investigated whether peripheral nerve injury induces an upregulation of protein synthesis in spinal microglia. To measure the rates of de novo protein synthesis in microglia, we employed fluorescent noncanonical amino acid tagging (FUNCAT) (32, 33). In FUNCAT, an azide-bearing methionine analog, l-azidohomoalanine (AHA), is incorporated into a newly synthesized polypeptide chain, followed by its labeling in spinal cord sections with click chemistry and detection using immunofluorescence (Figure 1A). Mice were kept on a methionine-deficient diet for 3 days prior to being subjected to the spared nerve injury (SNI) assay of neuropathic pain (34, 35). Four days after SNI, AHA was injected i.p. (Figure 1B), and spinal cord tissue was collected 3 hours later. Quantification of AHA signal in individual Iba1^+^ microglia in the superficial dorsal horn (laminae I, II, and III; identified using a lamina overlay by NeuN staining) showed that 4 days after SNI, microglia in the ipsilateral dorsal horn exhibited an increase in protein synthesis compared with those in the contralateral side in both male and female mice (males in Figure 1C, females in Figure 1D; see also Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI180190DS1). An assessment at a later time point, 14 days after SNI, revealed no significant increase in microglial protein synthesis (Supplemental Figure 1B). The validity of the FUNCAT approach for detecting protein synthesis was confirmed using the protein synthesis inhibitor anisomycin, which blocked AHA incorporation (Supplemental Figure 1C). Thus, protein synthesis was upregulated in spinal microglia on day 4 but not on day 14 after peripheral nerve injury.

### Activating 4E-BP1–dependent translation in microglia induces mechanical hypersensitivity.

To study the functional role of enhanced microglial protein synthesis in pain, we assessed the effect of increasing translation in microglia on pain thresholds. mTOR complex 1 (mTORC1) is a master regulator of mRNA translation. mTORC1 stimulates translation predominantly by phosphorylating eukaryotic initiation factor (eIF) 4E-binding proteins (4E-BPs), which repress translation by binding and inhibiting the activity of the mRNA 5′ cap-binding protein eIF4E (Figure 2A). Phosphorylation of 4E-BPs by mTORC1 induces their dissociation from eIF4E, promoting formation of an eIF4F complex (composed of eIF4E, eIF4A, and eIF4G), which stimulates cap-dependent translation (36, 37). Ablation of 4E-BPs mimics mTORC1-dependent phosphorylation of 4E-BPs and is commonly used to stimulate eIF4E-dependent translation downstream of mTORC1 (38, 39). There are 3 4E-BP isoforms (4E-BP1, 4E-BP2, and 4E-BP3; 4E-BP3 expression levels are very low in the central nervous system), which have similar functions but differ in tissue distribution (40). We previously showed that 4E-BP1 is the main isoform modulating nociception, as whole-body 4E-BP1–KO (but not 4E-BP2–KO) mice exhibited reduced mechanical pain thresholds (40).

To stimulate translation in microglia, we ablated 4E-BP1 selectively in microglia by crossing *Eif4ebp1^fl/fl^* mice with mice expressing Cre recombinase under the microglia-specific *Tmem119* promoter to generate *Eif4ebp1^fl/fl^:TMEM119^CreERT2^* mice (referred to as 4E-BP1–cKO; Figure 2B). To induce Cre-dependent ablation of 4E-BP1 in microglia, we injected 4-hydroxytamoxifen (4-OHT) i.p. on P4–P9. IHC confirmed reduction of 4E-BP1 in Iba1^+^ microglia in the spinal cord of 4E-BP1–cKO mice compared with control (*Eif4ebp1^fl/fl^*) animals (Figure 2C). Behavioral analysis revealed that adult male and female 4E-BP1–cKO mice exhibited mechanical hypersensitivity in von Frey (Figure 2, D and F) and tail-clip (Figure 2, E and G) assays. Consistent with the previous report in whole-body 4E-BP1 knockouts, thermal sensitivity was not altered in 4E-BP1–cKO mice in the radiant heat paw-withdrawal (Figure 2, H and J) and hot-plate (Figure 2, I and K) assays. Assessment of spontaneous pain using the mouse grimace scale (MGS) revealed an increase in the MGS score in 4E-BP1–cKO male mice (Figure 2L) but not in females (Figure 2M).

### Translational upregulation induces morphological changes and enhanced phagocytosis in microglia.

We next studied the effect of enhancing protein synthesis in microglia on their number, morphology, and phagocytic capacity. 4E-BP1–cKO mice exhibited no differences in microglial density in the lumbar spinal cord dorsal horn (Figure 3, A and B). Morphological analysis of microglia using 3D reconstruction of Iba1 staining revealed that 4E-BP1–deficient microglia exhibited smaller arbors, indicated by the decreased number of intersections across the arbor in 3D Sholl analysis (Figure 3, C and D) and reduced branch number (Figure 3E) and length (Figure 3F). Quantification of lysosomal volume in microglia using volumetric analysis of CD68 signal demonstrated an increased volume of CD68^+^ lysosomes in Iba1^+^ microglia in 4E-BP1–cKO mice (Figure 3, C and G). The reduced arborization and increased phagocytic capacity observed in 4E-BP1–deficient microglia suggest that stimulation of protein synthesis promoted the transition of microglia to a more reactive state (41).

### 4E-BP1 ablation induces changes in microglial translational landscape.

Ablation of 4E-BP1 stimulates translation of eIF4E-sensitive mRNAs, which are involved in immune responses, modulation of extracellular matrix, cell survival, and growth (42–45). To better understand how 4E-BP1 ablation affects microglial functions and induces mechanical pain hypersensitivity, we studied changes in the translational landscape in microglia lacking 4E-BP1. To identify the actively translating mRNAs in microglia, we employed a translating ribosome affinity purification (TRAP) approach (46, 47). In the TRAP assay, the ribosomal subunit L10a tagged with eGFP (L10a-eGFP) is expressed in a specific cell type (Figure 4A). IP with eGFP antibody captures the eGFP-tagged ribosomes, and subsequent sequencing of immunoprecipitated ribosome-bound mRNAs allows for the identification of actively translated mRNAs in the cell type of interest.

To this end, we generated control (L10a-eGFP:*TMEM119^CreERT2^*) and 4E-BP1–cKO (*Eif4ebp1^fl/fl^*:L10a-eGFP:*TMEM119^CreERT2^*) mice expressing L10a-eGFP in microglia. Imaging of spinal cord sections confirmed that L10a-eGFP was expressed in Iba1^+^ microglia (Figure 4B). We then performed IP for eGFP in spinal cord lysates (3 biological replicates per genotype, 3 mice pooled per replicate) and sequenced the IP- and input-associated (IP- and IN-associated) RNAs in both groups. A high correlation of sequencing reads between biological replicates (*r* ≥ 0.97 for IN and for IP, Supplemental Figure 2, A–D) indicated reproducibility across experiments. The enrichment of microglial gene markers (e.g., *Tmem119*, *Aif1*, *Cx3cr1*, *P2ry12*) and depletion of neuronal (e.g., *Gad2*, *Camk2a*, *Calca*, *Calcb*) and other nonneuronal (e.g., *Sox10*, *Olig1*, *Gfap*, *Mog*, *Mbp*, *Olig2*) gene markers in immunoprecipitated mRNA populations (Figure 4C) demonstrated the specificity of the approach. Analysis of ribosome-bound mRNAs in microglia of 4E-BP1–cKO and control mice revealed an increase in ribosome occupancy for 135 genes and a decrease for 79 genes (Figure 4, D–F; a complete dataset is provided in Supplemental Table 1). Normalization of ribosome-bound mRNA reads to total transcript reads from IN fractions (IP/IN ratio, Supplemental Figure 2, E and F) provided a proxy for translational changes. Pathway analysis of genes with altered ribosome occupancy in 4E-BP1–cKO mice showed changes in processes related to the insulin-like growth factor 1 (IGF1) pathway, extracellular matrix organization (hyaluronic acid binding, metalloexopeptidase and hydrolase activity, serine-type peptidase activity), and cytokine receptors (Figure 4G), which are implicated in regulating microglial functions (48) and pathological pain (14, 49, 50). Additionally, several mRNAs encoding proteins involved in phagocytosis (*Itgb3*, *AXL*, *Cd44*, and *Cdc42*) exhibited increased ribosome binding in 4E-BP1–KO microglia (Supplemental Table 1). In response to peripheral nerve injury, spinal microglia promote pain hypersensitivity by phagocytosing various cellular components, including inhibitory synapses (12, 13) and extracellular matrix components (14). At later stages, a subpopulation of CD11c^+^ microglia facilitates pain resolution by engulfing myelin debris (e.g., myelin basic protein [MBP]) and secreting IGF1 (50, 51). Assessment of microglial lysosomal content revealed an increased proportion of microglia containing VGAT (vesicular GABA transporter), a marker of inhibitory synapses, and WFA (*Wisteria floribunda* agglutinin), a marker of the extracellular matrix — but not of MBP — within CD68^+^ lysosomes of 4E-BP1–cKO mice (Supplemental Figure 3, A–C). scRNA-Seq of sorted microglia (gated for CD45^lo^CD11B^hi^CX3CR1^hi^) did not reveal substantial changes in the proportions of cells in distinct microglial subpopulations or the appearance of new microglial clusters in 4E-BP1–cKO mice (Supplemental Figure 4, A and B). 

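Microglia of male mice were sorted by the gate CD45loCD11BhiCX3CR1hi and captured in droplets, and their RNA was read from its 3′ end. Each captured molecule carried a unique molecular identifier (UMI), so that copies made by PCR were counted once. There was 1 library from control mice, which the legend of Supplemental Figure 4 gives as Eif4ebp1fl/fl and the methods call WT, and 1 library from 4E-BP1–cKO mice (Eif4ebp1fl/fl:TMEM119CreERT2). The paper's text does not name the number of mice behind each library. The authors aligned the reads to the mm10 genome with Cell Ranger count and deposited UMI counts for 32285 genes, without normalization, for the barcodes that Cell Ranger called as cells. The control library held 1216 such barcodes with 4914298 UMIs, and the 4E-BP1–cKO library held 474 barcodes with 1769927 UMIs. Barcodes with more than 300 detected genes and under 5% mitochondrial UMIs were kept, and doublets were called with Scrublet in place of scDblFinder. This left 1144 control cells with 4797272 UMIs, at a median of 3062.5 UMIs and 1509.5 genes per cell. It left 431 4E-BP1–cKO cells with 1627567 UMIs, at a median of 2669 UMIs and 1366 genes per cell. The cells were normalized with SCTransform, integrated by reciprocal PCA (RPCA) and clustered on 20 principal components at a resolution of 1.4, the settings of the paper's methods. With 1 library per genotype, no test between genotypes can be made, and cells of 1 library are not replicates. Shares are therefore given with exact (Clopper-Pearson) 95% binomial intervals and UMI counts with exact 95% Poisson intervals. Both cover counting error only, not differences between mice, sorts or captures.

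The targeted gene, Eif4ebp1 (ENSMUSG00000031490), lies on chromosome 8 of GRCm38 (mm10) from 27260327 to 27275656. It had 95 UMIs (interval, 76.9 to 116) in the control cells and 50 UMIs (37.1 to 65.9) in the 4E-BP1–cKO cells, which is 19.8 and 30.7 CPM (counts scaled to the total UMIs of the kept cells). The genotyping PCR of the methods names exon 2 for the conditional allele, whereas the droplet libraries read the 3′ end of a transcript, so this count does not check the deletion. The Y-linked gene Ddx3y had 607 UMIs in the control cells and 200 in the 4E-BP1–cKO cells, and Xist, which female cells express, had 1 UMI in each library. At least 3 of 8 markers of border-associated macrophages were detected in 2 control cells and 1 4E-BP1–cKO cell.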

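The clustering gave 9 clusters, which are numbered by size and need not be the paper's clusters of the same number. Every cluster held cells of both libraries. The smallest share of the control cells was that of cluster 9, 2.27% (1.49 to 3.31%), and the smallest of the 4E-BP1–cKO cells was that of cluster 8, 3.48% (1.96 to 5.68%). No cluster was confined to 1 library, defined as under 1% of the cells of the other library. The largest cluster, cluster 1, took 23.2% of the control cells (20.7 to 25.7%) and 19.5% of the 4E-BP1–cKO cells (15.9 to 23.5%). The largest difference was in cluster 3, with 12.4% of the control cells (10.6 to 14.5%) and 17.6% of the 4E-BP1–cKO cells (14.2 to 21.6%), which is 5.22 percentage points (1.18 to 9.57). Cluster 7 went the other way, with 10.1% (8.45 to 12.0%) and 5.80% (3.79 to 8.44%), and was the only cluster whose intervals did not overlap. The 7 clusters other than 3 and 7 differed by between -3.67 and 3.61 percentage points, with overlapping intervals. A cluster's size can be compared between libraries only if the genes that define it do not differ between them. Of the 10 leading genes of each cluster, between 0 (cluster 5) and 6 (cluster 8) differed by over 2-fold between the libraries within the cluster. Clustering was therefore repeated without the 5022 genes that differed by over 1.5-fold between the libraries, which gave 10 clusters, none confined to 1 library, and a largest difference of 5.50 percentage points. The setting that moved the proportions most was thinning to 867 UMIs per cell before clustering, which left 1057 control and 361 4E-BP1–cKO cells. It gave 7 clusters and a largest difference of 10.0 percentage points (9.37% of these control cells and 19.4% of these 4E-BP1–cKO cells).

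**Figure D1:**
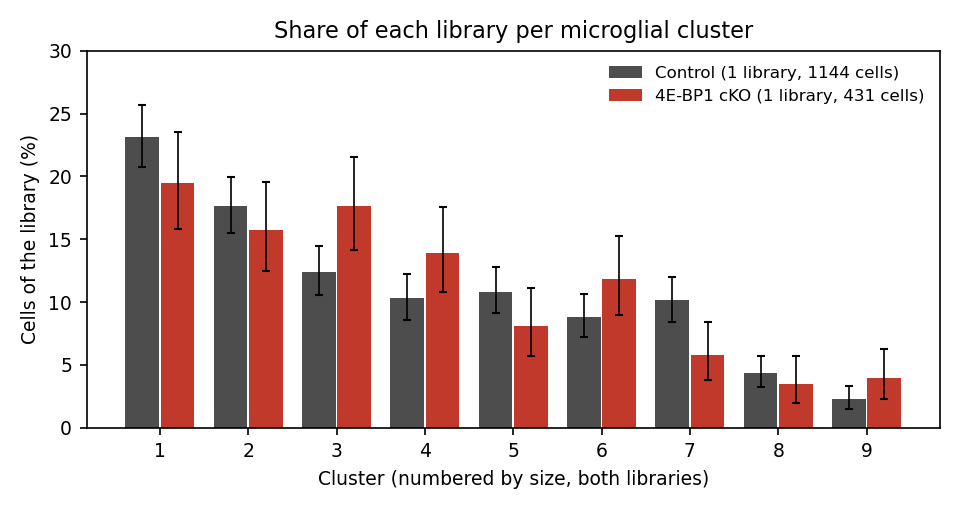
Share of the cells of each library (%, vertical axis) in each of the 9 clusters (horizontal axis) for the control library (grey) and the 4E-BP1–cKO library (red), with exact 95% binomial intervals that cover counting error only. The bars of both libraries are above 0 in every cluster, and only those of cluster 7 have intervals that do not overlap.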

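Each cluster was compared with 3 published signatures, using the gene lists of Supplemental Data 2. These describe DAM and IRM, which are states of microglia in disease and after injury, and CD11c+ microglia. The measure was the median log2 fold of a list's genes in the summed UMIs of a cluster against all other cells (CPM with a pseudocount of 1), with its percentile among 10000 random lists of the same size matched on expression. Clusters 3, 6 and 9, numbered by size, lay above all but 2.5% of the random lists, the limit set for a cluster to be called high, for both DAM and IRM. Their median log2 folds were 0.22, 0.39 and 0.43 for DAM (65 genes) and 0.33, 1.09 and 1.72 for IRM (143 genes). The IRM list holds 66 genes of ribosomal proteins, but without such genes the percentiles of these 3 clusters for both lists were still 99.9 or higher. For the CD11c list (16 genes) cluster 6 lay at the 98.4th percentile with a median log2 fold of 0.28, cluster 9 at the 99.96th with 0.57, and cluster 3 at the 8.52nd. Among the settings run on these clusters with the full CD11c list, clusters 6 and 9 moved most with the 4E-BP1–cKO cells alone. The CD11c percentile was then 83.7 in cluster 6 and 95.8 in cluster 9, so that neither passed. Only 13 CD11c genes reached the minimum of 20 UMIs in these cells, and cluster 9 held 17 of the cells. The fall therefore does not show that the 4E-BP1–cKO cells lack the resemblance. Both passed with the control cells alone (98.5 and 99.8), but only cluster 6 did with thinning (98.8 and 97.3), which left 11 CD11c genes. Some of the 27 genes that the DAM and IRM lists share are also in the CD11c list. Without these 27 genes, neither cluster passed against all other cells (89.0 and 96.6). Of the genes raised in cluster 6 (log2 fold over 0.5 and detected in at least 10% of its cells), 25 were DAM genes against 9.69 expected by chance, 98 were IRM genes against 20.4 and 6 were CD11c genes against 2.00. Of the CD11c genes outside the genes that DAM and IRM share, cluster 6 held 2 against 1.34. In cluster 3 there were 9 DAM genes against 6.97 expected and 13 IRM genes against 14.9, or 12 against 6.17 without ribosomal protein genes. Genes of a list are not independent replicates, so no p-value is given. The placement of cluster 3 rested on the cells it was compared with. Against only the clusters with over 3% ribosomal protein UMIs, its percentile was 83.3 for DAM and 0 for IRM, or 90.9 and 66.6 without ribosomal protein genes, whereas those of clusters 6 and 9 were 99.98 or higher with the full lists. The CD11c percentiles of clusters 6 and 9 in this comparison were 99.7 and 99.8 with the full list. Without the genes that DAM and IRM share, they were 63.3 and 97.6, and the DAM percentile of cluster 6 was 77.2. Among the clusters with a smaller share, cluster 2 lay at the 99.5th percentile for DAM, the 91.2nd for IRM and the 99.96th for CD11c, and cluster 7 at the 83.4th, the 100th and the 73.4th, so high placement within a group was not limited to clusters 3, 6 and 9.

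Module scores were also compared between the libraries within these clusters. The DAM score in cluster 3 was 0.245 ± 0.0803 (SD over 142 cells) in the control library and 0.284 ± 0.0850 (SD over 76 cells) in the 4E-BP1–cKO library. In cluster 6 it was 0.312 ± 0.132 (SD over 101 cells) in the control library and 0.324 ± 0.131 (SD over 51 cells) in the 4E-BP1–cKO library. The IRM score in cluster 9 was 1.02 ± 0.140 (SD over 26 cells) and 0.972 ± 0.144 (SD over 17 cells). Clusters 3, 6 and 9 together held 23.5% of the control cells (21.1 to 26.1%) and 33.4% of the 4E-BP1–cKO cells (29.0 to 38.1%), a difference of 9.90 percentage points (4.77 to 15.2). Over the other settings this difference ranged from 4.01 percentage points at a resolution of 0.2 to 15.8 with cells thinned to the same depth. Thinning left out 87 control and 70 4E-BP1–cKO cells, so the value of 15.8 is over fewer cells. Of 20 genes induced by tissue dissociation (ex vivo activation), 17 were raised in cluster 3 against 2.68 expected. Their median log2 fold was 0.98 there, at the 100th percentile, against the 91.9th in cluster 6 and the 59.1st in cluster 9. Dissociation and a DAM or IRM state therefore cannot be told apart in cluster 3.

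**Figure D2:**
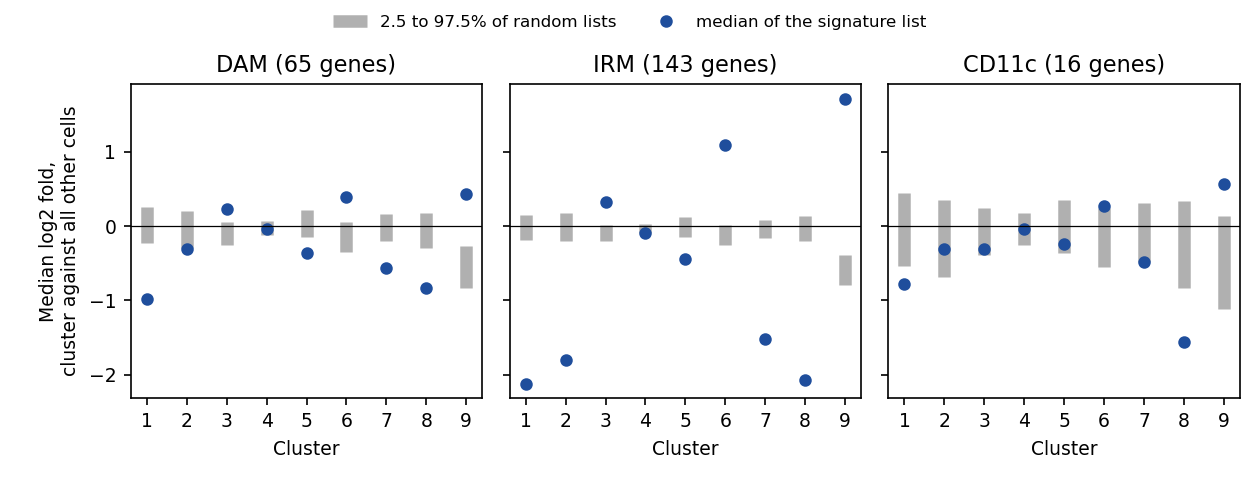
Median log2 fold of the DAM, IRM and CD11c lists (blue points, vertical axis) in each cluster against all other cells (horizontal axis, clusters 1 to 9), with the range that holds 95% of random lists matched on expression (grey bars). Clusters 3, 6 and 9 lie above the grey bars for DAM and IRM, and clusters 6 and 9 lie above them for CD11c.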

In 4E-BP1–cKO mice, distinct microglial clusters (clusters 4 and 5) showed similarities to the transcriptional signature of disease-associated microglia (DAM) and injury-responsive microglia (IRM) (52, 53), but not of CD11c^+^ microglia (50) (Supplemental Figure 4, C–E). Administration of the IGF1-neutralizing antibody (50) did not alleviate mechanical hypersensitivity in 4E-BP1–cKO mice (Supplemental Figure 4F), suggesting that the increased pain hypersensitivity in these mice was not mediated through CD11c^+^ microglia/IGF1 signaling.

### Inhibiting translation in microglia alleviates mechanical hypersensitivity in neuropathic pain.

We next studied whether inhibiting translation in microglia alleviates nerve injury–induced microglial reactivity and mechanical pain hypersensitivity. To selectively inhibit translation in microglia, we used a transgenic mouse conditionally expressing 4E-BP1 with mutations in 2 key mTORC1 phosphorylation sites (threonine to alanine at amino acid positions 37 and 46; *Tg-4EBP1mt*) (54). Crossing *Tg-4EBP1mt* mice to *TMEM119^CreERT2^* animals (*Tg-4EBP1mt:TMEM119^CreERT2^*, referred to as 4E-BP1 cMT; Figure 5A) allows for the expression of mutated 4E-BP1 in microglia, resulting in the diminished effect of mTORC1 on eIF4E-dependent translation in microglia (54).

Peripheral nerve injury (SNI) in control *Tg-4EBP1mt* animals induced an increase in the number of Iba1^+^ microglia on the ipsilateral side on day 4 after SNI (Figure 5, B and C). In 4E-BP1 cMT mice, SNI also induced microgliosis; however, the increase in the number of microglia was smaller than in the control group. Furthermore, nerve injury–induced phenotypic switch of microglia to a reactive state, as shown by decreased arborization (Figure 5D; Sholl analysis in Figure 5, E and F; branch number in Figure 5G; process length in Figure 5H) and increased volume of CD68^+^ lysosomes (Figure 5, D and I) were attenuated in 4E-BP1 cMT mice. Behavioral analysis revealed no change in baseline mechanical sensitivity in 4E-BP1 cMT mice (Figure 6, A and B). However, mechanical hypersensitivity induced by peripheral nerve injury was substantially alleviated in 4E-BP1 cMT compared with control animals, in both male (Figure 6A) and female (Figure 6B) mice. Furthermore, while peripheral nerve injury caused an increase in the MGS score in control animals on day 4 after SNI, the increase was not observed in 4E-BP1 cMT male and female mice (Figure 6, C and D). Finally, we tested the effect of reducing eIF4E-dependent translation in microglia after peripheral nerve injury, when hypersensitivity is fully developed. Inducing mutant 4E-BP1 expression in microglia after SNI (by administering tamoxifen to 4E-BP1 cMT mice from days 4 to 9 after SNI) did not alleviate nerve injury–induced mechanical hypersensitivity (Figure 6, E and F), suggesting that increased 4E-BP1–dependent microglial translation plays a role in the development, but not the maintenance, of neuropathic pain.

## Discussion

In this work, we found that peripheral nerve injury enhanced protein synthesis in spinal microglia. Furthermore, we demonstrated the functional role of increased protein synthesis, as upregulating 4E-BP1–dependent translation in microglia induced the transition of microglia to a reactive state and promoted pain hypersensitivity, whereas translational downregulation attenuated nerve injury–induced microglia activation and pain.

Transcriptional profiling is commonly used to investigate molecular processes and define cellular states; however, accumulating evidence indicates that the regulation of gene expression at the level of mRNA translation has a major role in determining the cellular proteome and regulating diverse cellular functions. Translational regulation allows for rapid and local modulation of protein levels in response to internal and external cues (55). The central role of local translation in mediating efficient microglial phagocytosis has recently been demonstrated (31). This work, along with other studies (56–60), underscore the importance of translational control in microglia in regulating key phenotypes and functions. Our findings bolster this conclusion by showing that stimulation of 4E-BP1–dependent translation in microglia was sufficient to induce phenotypes associated with microglial activation (reduced arborization and increased lysosome volume), and inhibition of translation attenuated the transition of microglia from a resting to a reactive state. These findings have substantial implications for understanding the mechanisms modulating microglial activity in the context of neuropathic pain. They may also be relevant for other conditions where mTORC1 activity is enhanced, such as germline or somatic mutations in *PTEN*, *TSC1/2*, *PIK3CA*, *AKT3*, *RHEB*, and *MTOR* (61–68). Collectively, these results deepen our understanding of the intricate mechanisms that promote microglial reactivity and their roles in regulating neuronal circuits and brain functions.

The increase in microglial protein synthesis was detected on day 4 after nerve injury but not on day 14. Moreover, downregulating 4E-BP1–dependent translation before peripheral nerve injury, but not at later stages (injection of tamoxifen on days 4–9 after SNI in 4E-BP1 cMT mice), alleviated pain hypersensitivity. These results indicate that the nerve injury–induced enhancement of microglial protein synthesis was involved in the development, but not maintenance, phase of neuropathic pain. They also suggest that the demonstrated role of microglia in neuropathic pain maintenance (69, 70) is not mediated via a 4E-BP1–dependent translational control mechanism.

Microglia can promote development of pain hypersensitivity via numerous mechanisms, including release of bioactive molecules (e.g., cytokines and chemokines) and phagocytosis of synaptic elements and components of the extracellular matrix. The microglial TRAP analysis identified increased ribosome binding of several mRNAs encoding proteins involved in phagocytosis, such as *Itgb3*, *AXL*, *Cd44*, and *Cdc42*, in 4E-BP1–cKO mice. Furthermore, 4E-BP1–cKO mice had more microglia containing lysosomal VGAT (a marker of inhibitory presynaptic terminals preferentially engulfed by microglia in SNI) (12) and WFA (a marker of extracellular matrix engulfed by microglia in SNI) (14), raising the possibility that pain hypersensitivity in 4E-BP1–cKO mice was caused, at least in part, by increased phagocytosis of inhibitory synapses and components of the extracellular matrix. Distinct microglia subpopulations may have pronociceptive or antinociceptive functions. CD11c^+^ antinociceptive microglia promote the resolution of neuropathic pain via IGF1-dependent mechanism (50). Because the quantity of CD11c^+^ microglia is very low in naive animals, a further decrease in their abundance in 4E-BP1–cKO mice is unlikely. Accordingly, in 4E-BP1–cKO mice, we did not find microglia harboring a CD11c-like transcriptome, and IGF1 inhibition had no effect on mechanical hypersensitivity, suggesting that CD11c^+^ microglia and IGF1 signaling do not substantially contribute to pain phenotypes in 4E-BP1 cKOs.

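Cells that carried several CD11c-associated transcripts at once were counted in both libraries. The genes were Itgax, which encodes CD11c, and Spp1, Lpl, Gpnmb, Igf1, Fabp5 and Axl. Clec7a was not analysed here. At least 4 of these 7 genes were detected in 4 of the 1144 control cells, or 0.350% (0.0953 to 0.893%), and in 3 of the 431 4E-BP1–cKO cells, or 0.696% (0.144 to 2.02%). Of these cells, 5 were in cluster 6 and 2 in cluster 9. Under this rule the intervals of the libraries overlapped. With at least 3 of the 7 genes there were 9 control cells, or 0.787% (0.360 to 1.49%), and 14 4E-BP1–cKO cells, or 3.25% (1.79 to 5.39%), and the intervals did not overlap. Under this rule 6 control and 5 4E-BP1–cKO cells were in cluster 6, and 2 and 1 were in cluster 9. The rest were in cluster 5 in the control library and in clusters 1, 2, 4 and 7 in the 4E-BP1–cKO library. After each cell was thinned to 867 UMIs, 1057 control and 361 4E-BP1–cKO cells were deep enough. At least 3 of the genes were then detected in 0 control cells and in 3 4E-BP1–cKO cells, or 0.831% (0.172 to 2.41%), so that the intervals overlapped, and no cell had 4 of the genes. With 3 counts taken as the limit of a count of 0, a count of 0 allows shares of up to 0.284% in the control library and 0.831% in the 4E-BP1–cKO library. The exact binomial intervals are wider and end at 0.348% and 1.02%. These limits are for cells with the UMIs, not for cells that express the genes. Igf1 had 28 UMIs in the control cells and 9 in the 4E-BP1–cKO cells, a log2 ratio of -0.07, with a counting interval of 0.393 to 2.07 for the ratio itself. The paper reads the transcriptomes together with its IGF1-neutralizing antibody experiment, which was not analysed here, and proposes that neither CD11c+ microglia nor IGF1 signaling contributes substantially to the pain phenotypes of the 4E-BP1–cKO mice.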

We found that activation of microglial translation induced mechanical but not thermal hypersensitivity. This finding is consistent with our previous report that whole-body 4E-BP1–KO mice exhibit differential mechanical but not thermal hypersensitivity compared with WT. Previous work demonstrated that microglia play a role in promoting both mechanical and thermal hypersensitivity following tissue injury (71, 72), suggesting that the modality specificity in 4E-BP1–cKO mice is related to the effect of 4E-BP1. 4E-BP1 regulates translation of a subset of mRNAs that are eIF4E sensitive (42–45). These mRNAs have a long and highly structured 5′ UTR that requires the eIF4F complex and its eIF4A helicase activity to unwind mRNA secondary structures to promote translation. Using TRAP, we identified transcripts showing altered ribosome occupancy in 4E-BP1–deficient microglia. Pathway analysis of the identified transcripts revealed changes in the IGF-1, extracellular matrix organization, and cytokine receptor pathways, which are involved in regulation of microglia functions and pain (14, 48–50). Additionally, several transcripts encoding proteins involved in phagocytosis (*Itgb3*, *Axl*, *Cd44*, and *Cdc42*) showed increased ribosome binding in the TRAP analysis of 4E-BP1–KO microglia, potentially linking 4E-BP–dependent translation and enhanced phagocytosis. Why altered translation of these transcripts promotes mechanical but not thermal hypersensitivity remains unknown.

We found that increasing translation in microglia (using 4E-BP1 cKO) was sufficient to induce mechanical hypersensitivity in both male and female mice. It also induced spontaneous pain, as assessed using the MGS; however, this phenotype was observed in males only. Inhibiting translation in microglia alleviated nerve injury–induced pain hypersensitivity in both sexes. Although many studies have demonstrated that microglia are required for the development of neuropathic pain exclusively in males (15), emerging evidence suggests that not all microglial functions in pain are sexually dimorphic and that the mode and timing of microglial modulation or inhibition, as well as the pain model employed, dictate the role of microglia in females (72–74). Induction of spontaneous pain in male but not female mice with increased microglial translation indicates sexual dimorphism in this behavior. The mechanisms and signaling pathways stimulating translation in spinal microglia following peripheral nerve injury remain unknown. Activation of microglial MAPKs, such as p38 and ERK, or mTORC1, which play a central role in neuropathic pain and promote translation by modulating eIF4E activity (23–28, 75, 76), might be involved.

Notably, peripheral nerve injury also enhances protein synthesis in distinct neuronal cell types in the dorsal horn of the spinal cord, predominantly in inhibitory neurons, which exhibit more prominent translational upregulation in the chronic phases of neuropathic pain (77).

In summary, the demonstration of translational upregulation in microglia following peripheral nerve injury and its contribution to the development of mechanical hypersensitivity enhance our understanding of basic microglial biology and the mechanisms by which microglia promote pathological pain.

## Methods

### Sex as a biological variable

Male and female mice were used for FUNCAT (Figure 1 and Supplemental Figure 1B) and behavioral experiments (Figures 2 and 6); all other experiments were performed on male mice.

### Animals

*Eif4ebp1^fl/fl^* mice (78) and *Tg-4EBP1mt* mice (54) were crossed to mice that express Cre recombinase under the microglia-specific promotor *TMEM119^CreERT2^* (The Jackson Laboratory, JAX stock 031820) (79) to generate *Eif4ebp1^fl/fl^:TMEM119^CreERT2^* conditional KO and *Tg-4EBP1mt:TMEM119^CreERT2^* mutant mice, respectively. *Eif4ebp1^fl/fl^*:L10a-eGFP:*TMEM119^CreERT2^* and L10a-eGFP:*TMEM119^CreERT2^* mice (L10a-eGFP; ref. 47) were generated for TRAP-Seq. At 3 weeks of age, mice were weaned, and ear notch samples were collected for genotyping using PCR. *Eif4ebp1*-transgenic and WT alleles were detected using PCR assay in which primer *Eif4ebp1* F (5′-CACATTTCAGGGAGAGGGTGATG-3′) and primer *Eif4ebp1* R (5′-GCTGGGTTCTAAGAGTGGTACTTT-3′) amplified a 250 bp fragment (WT) and a 347 bp fragment (exon 2 of the *Eif4ebp1* conditional allele). Cre expression was detected by PCR with primers Cre F (5′-GATCTCCGGTATTGAAACTC-3′) and Cre R (5′-GCTAAACATGCTTCATCGTC-3′), which amplify a 650 bp fragment. All experiments were performed on 8- to10-week-old mice, and the experimenter was masked to the genotype/condition in all studies. All procedures complied with Canadian Council on Animal Care guidelines and were approved by the McGill University Downtown Animal Care Committee.

### 4-OHT and tamoxifen

4-OHT was resuspended at 20 mg/mL in ethanol and diluted in sunflower seed oil at a final concentration of 2 mg/mL in 10% ethanol. Mice were administered 4-OHT (MilliporeSigma, H7904) i.p., once a day, from P4 to P9 for a total dosage of 0.25 mg per animal.

For induction of Cre expression after SNI, mice were administered tamoxifen. Tamoxifen (MilliporeSigma, T5648) was prepared in sunflower seed oil at a stock concentration of 10 mg/mL. Starting 4 days after SNI, tamoxifen (100 mg/kg body weight) was administered i.p. once a day for 5 consecutive days.

### SNI

Neuropathic pain was induced using the SNI model (34, 35). Mice were anesthetized with 2% isoflurane. A small incision was made to the upper thigh. The sciatic nerve was exposed after cutting through the femoris muscle. A clamp was used to keep the incision open, while ligating (7.0 silk Covidien, S-1768K) the tibial and common peroneal branches of the sciatic nerve, leaving the sural nerve intact. After ligation, a 2–4 mm section of the 2 branches was removed. The muscle and skin were closed and sutured (Vicryl, J489G, Ethicon).

### FUNCAT

Male and female mice at 8–10 weeks of age were fed a methionine-deficient diet for 1 week (TD.110208, Envigo RMS Inc.) and were weighed daily to ensure weight loss did not exceed 20% of initial weight. After 7 days, mice received an i.p. injection of AHA (100 μg/g body weight, i.p.; Click-IT AHA, C10102, Thermo Fisher Scientific). Mice were anesthetized and intracardially perfused 3 hours after injection with PBS, followed by 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer, pH 7.4. Spinal cord tissue was extracted and kept in 4% PFA overnight, before being transferred to PBS. Tissue was transversely cut into 30 μm sections, washed, and blocked overnight in a blocking solution (10% normal goat serum, 0.5% Triton-X100, and 5% sucrose in PBS). The following day, click chemistry (200 μM triazole ligand, 400 μM TCEP, 2 μM fluorescent Alexa Fluor 555 alkyne [A20013, Thermo Fisher Scientific], and 200 μM CuSO_4_ in PBS) was performed on the spinal cord sections, followed by overnight incubation at 4°C. IHC was then performed (described below) on sections. Images were taken using a Zeiss confocal microscope (LSM 880) with 63×/1.40 Oil DIC f/ELYRA objective. Integrated density of FUNCAT signal within Iba^+^ cells in the superficial dorsal horn (laminae I, II, and III, defined using a lamina overlay based on NeuN staining) was quantified using ImageJ (NIH) on maximum-intensity projection images. Background noise was subtracted from final calculations. Three images were taken from each section of the ipsilateral side and the contralateral side of injury (*n* = 5–6 mice/group). FUNCAT signal within all microglia in the image (~5–10 cells per image) were quantified. The values from the total microglia were averaged to obtain a single value per mouse.

### IHC

Mice were perfused intracardially with PBS, followed by 4% PFA in 0.1 M phosphate buffer, pH 7.4. For 3D image analysis, tissue was transversely cut into 50 μm sections. All other imaging experiments were done on transversely cut 30 μm sections. Sections were washed 3 times with Triton-X100 in PBS (PBS-T) at 10-minute increments and blocked for 2 hours at room temperature in a solution of 10% normal goat serum (NGS) and 0.2% PBS-T, before overnight incubation with primary antibodies. For 3D image analysis, Iba1 (1:500, 019-19741, Wako) and CD68 (1:500, MCA1957, Bio-Rad) in 0.5% PBS-T were used. For confirmation of 4E-BP1 ablation, 4E-BP1 (1:200, 2855S, Cell Signaling Technology) and Iba1 (1:500, 234-308, Synaptic Systems) were used. For FUNCAT, Iba1 (1:500, 234-308, Synaptic Systems) and NeuN (1:1,000, MAB377, Millipore) were used.

The following day, the tissue was washed 3 times at 10-minute intervals in PBS-T and incubated for 2 hours with the corresponding secondary antibody. For 3D image analysis, we used goat anti-rabbit Alexa Fluor 647 (1:500, A-21245, Thermo Fisher Scientific), and donkey anti-rat Alexa Fluor 594 (1:500, A-21209, Thermo Fisher Scientific). For FUNCAT analysis, Alexa Fluor 555 alkyne (A-20013, Thermo Fisher Scientific), goat anti–guinea pig Alexa Fluor 647 (A-21450, Thermo Fisher Scientific), and goat anti-mouse Alexa Fluor 488 (A-21042, Thermo Fisher Scientific) were used. For 4E-BP1 cKO, goat anti–guinea pig Alexa Fluor 647 (A-21450, Thermo Fisher Scientific), goat anti-mouse Alexa Fluor 488 (A-21042, Thermo Fisher Scientific), and goat anti-rabbit Alexa Fluor 568 (A-11036, Thermo Fisher Scientific) were used. After incubation, 3 additional washes were performed in PBS, followed by mounting using Aqua Poly/Mount (Polysciences Inc.).

#### Staining for WFA, VGAT, and MBP.

Triton-X was not used for any staining involving WFA. For microglial engulfment staining, Iba-1 ([1:500], Wako 019-19741), *Wisteria floribunda* agglutinin ([1:100], L1516, MilliporeSigma) and CD68 ([1:500], MCA1957, Bio-Rad) were used. For inhibitory synaptic markers, VGAT ([1:1,000], 131011, Synaptic Systems) was used. As a myelin marker, MBP ([1:1,000], 836504, BioLegend) was used. Secondary antibodies were goat anti-rabbit Alexa Fluor 647 (1:500, A-21245, Thermo Fisher Scientific), donkey anti-rat Alexa Fluor 594 (1:500, A-21209, Thermo Fisher Scientific), goat anti-mouse Alexa Fluor 488 (A-21042, Thermo Fisher Scientific), and Streptavidin Alexa Fluor 488 (S11223, Thermo Fisher Scientific) were applied, and tissue was mounted using ProLong Gold Antifade reagent (P36934, Thermo Fisher Scientific). Each group consisted of a total of *n* = 4 male mice, with 3 sections of spinal cord dorsal horn from each mouse (15 cells per section) being imaged using a Zeiss confocal microscope (LSM 880) with 63×/1.40 Oil DIC f/ELYRA objective. *Z*-stacks were taken at 63× magnification and processed as maximum-intensity projections of confocal *Z*-stacks using ImageJ software (v.1.52). Values were calculated by raw counting of combinations of CD68/WFA/Iba-1, CD68/VGAT/Iba-1, or CD68/MBP/Iba-1 signal compared with control.

### Imaris

Sholl and CD68 lysosome analyses of microglia in the spinal cord were performed using IMARIS (9.7.2) (Oxford Instruments, RRID:SCR_007370). Iba1 was stained by performing IHC and used for microglia analysis, and CD68 was used to analyze lysosomal volume. Spinal cord sections were cut at 50 μm thickness. High-resolution *Z*-stack (40–45 μm *Z*-stacks; *xy* resolution: 0.10 μm; *z*-step 0.2 μm, 1,024 × 1,024 pixels) images were taken using a 63×/1.40 Oil DIC f/ELYRA objective on a Zeiss LSM880 confocal microscope.

Imaris 9.7.1 file converter was used to convert the file type from a CZI file to an IMARIS format. The Filament Tracer module of IMARIS was used to reconstruct microglia for Sholl analysis by selecting the Iba1 channel. After reconstruction, the “filament number of Sholl intersections” data were produced by IMARIS and compiled in an Excel spreadsheet before analysis.

Lysosomal volume was measured by 3D reconstruction and colocalizing CD68 signal inside microglia. The surface rendering model was used to identify microglia and CD68 surfaces to perform volume-based analysis. Surfaces were reconstructed for CD68 followed by Iba1. The CD68 volume that occupied Iba1 was analyzed by IMARIS and compiled in an Excel spreadsheet before analysis. Three sections were imaged and analyzed per mouse. A total of 10–15 cells per section were analyzed. Each 4E-BP1–cKO and 4E-BP1 cMT group consisted of 4 mice (*n* = 4).

### IGF-1–neutralizing antibody

Anti–IGF-1 antibody (AF791-SP) and normal goat IgG (for control) (AB-108-C) were purchased from R&D Systems. Antibodies were intrathecally injected (50 μg/mL in PBS, 5 μL/mouse) in 4E-BP1 TMEM119-cKO and TMEM119 Cre mice (control) for 3 consecutive days. Behavior was assessed 7 days after the first injection.

### Behavior

#### Von Frey assay.

The experimenters were masked to the genotype and conditions for all behavioral tests. Male and female mice were habituated and tested in transparent Plexiglas cubicles (5 × 8.5 × 6 cm) that were placed on a perforated steel floor. For testing, Nylon monofilaments were applied perpendicular to the lateral surface of the hind paw for 3 seconds. The up-and-down method of Dixon was applied to estimate the 50% paw-withdrawal threshold (80).

#### Radiant heat paw-withdrawal assay.

Male and female mice were habituated and tested in transparent Plexiglas cubicles (5 × 8.5 × 6 cm) that were placed on a transparent glass floor. A focused beam of light, set at 20% of the maximum intensity, was applied to the outer surface of the hind paw using IITC Life Science model 390. Latency to paw withdrawal was measured, with a cutoff response time of 40 seconds.

#### Tail-clip test.

Male and female mice were placed in an enclosure (15 × 25 cm). A clip exerting a force of 155*g* was applied 1 cm from the base of the tail. The latency for the mouse to attack the clip was measured. The cutoff for a response was 60 seconds.

#### Hot-plate test.

Male and female mice were placed on a 53°C hot plate apparatus (Columbus Instruments) enclosed in a Plexiglas cylindrical tube. Latency to nociceptive behaviors (jumping, hind paw licking, and rapid shaking of the hind paw) was recorded as a positive response. The cutoff for a positive response was 60 seconds.

#### MGS.

The MGS was implemented as in previous studies (77, 81). Mice were acclimated to custom-made Plexiglas cubicles (5.3 × 8.5 × 3.6 cm) for 1 hour. Following habituation, the mice were recorded for 1 hour using a Sony Digital Camcorder HDR-PJ430V. One frame was selected from each 3-minute interval, resulting in a total of 20 images per mouse. The images were then randomized, and the coder, masked to the experimental groups, analyzed them to calculate each mouse’s mean score. Scoring was based on 5 facial features (action units): orbital tightening, nose bulge, cheek bulge, ear position, and whisker changes. Each action unit was scored on a scale from 0 to 2, where 0 indicated no evidence of the action unit, 1 indicated moderate evidence, and 2 indicated obvious evidence. The final MGS score for each mouse was obtained by averaging the intensity ratings of all 5 features.

### TRAP

TRAP-Seq was performed as previously described (46, 47). The lumbar part of the spinal cord was extracted and transferred to ice-cold dissection buffer (1× HBSS, 2.5 mM HEPES-NaOH [pH 7.4], 35 mM glucose, 5 mM MgCl_2_; 100 μg/mL cycloheximide and 0.2 mg/mL emetine were added just before use). Spinal cords were homogenized in lysis buffer (20 mM HEPES-NaOH [pH 7.4], 12 mM MgCl_2_, and 150 mM KCl in RNAse-free water; 0.5 mM DTT, 1 μl/mL Protease Inhibitor Cocktail [Roche], 100 μg/mL cycloheximide, 20 μg/mL emetine, 40 U/mL RNasin [Promega], and 2 U/mL TURBO DNase [Invitrogen] were added immediately before use) using a glass pestle. The homogenate was then transferred to tubes and further homogenized using a Minilys Personal High Power Tissue Homogenizer (Bertin Technologies) on medium speed for 10 seconds a total of 8 times at 4ºC. Postnuclear samples were collected by centrifuging at 2,000*g* for 5 minutes at 4ºC and collection of the supernatant. NP-40 (AG Scientific) and DHPC (Avanti Polar Lipids) were added to the supernatant at a final concentration of 1% and left to incubate for 5 minutes. A postmitochondrial fraction was obtained by centrifuging samples at 15,000*g* for 10 minutes. An aliquot of 200 μL was taken and used for the IN sample, and the rest of the fraction was incubated in G-coated Dynabeads (10003D, Invitrogen) bound to 50 μg anti-GFP antibodies (HtzGFP-19F7 and HtzGFP-19C8 antibodies were acquired from Memorial Sloan Kettering Center) on an end-over-end mixer overnight. The next day, the beads were washed with a high-salt buffer (containing 20 mM HEPES-NaOH [pH 7.4], 12 mM MgCl_2_, and 0.35 M KCl, 1% NP-40 [AG Scientific] in RNAse-free water; 100 μg/mL cycloheximide and 0.5 mM DTT were added just before use) to collect the IP fraction. RNA was then extracted by incubating the samples in TRIzol (300 μL IP; 600 μL IN) at room temperature for 10 minutes. IP samples were then vortexed and placed on a magnetic stand to remove the extracted RNA from the beads. Equal parts of 100% ethanol were added to each sample (300 μL IP, 800 μL IN). RNA was eluted using a Direct-zol RNA kit (Zymo Research) using the manufacturer’s protocol. The NanoDrop Spectrophotometer ND-1000 (NanoDrop Technologies) was used to quantify RNA yield, and the 2100 Bioanalyzer (Agilent Technologies) was used to assess RNA quality.

### Library generation and sequencing

Sequencing was done on IP and their corresponding input fractions. Spinal cord tissues from male mice, aged 8–10 weeks, were extracted. Control mice and 4E-BP1–cKO mice had 3 replicates; each replicate was obtained from pooling 3 spinal cords.

Total RNA was quantified using a NanoDrop Spectrophotometer ND-1000, and its integrity was assessed on a 2100 Bioanalyzer. rRNA was depleted from 70 ng of total RNA using QIAseq FastSelect (Human/Mouse/Rat 96rxns; QIAGEN). cDNA synthesis was achieved with the NEBNext RNA First Strand Synthesis and NEBNext Ultra Directional RNA Second Strand Synthesis Modules (New England Biolabs). The remaining steps of library preparation were done using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs). Adapters and PCR primers were purchased from New England Biolabs. Libraries were quantified using the KAPA Library Quantification Kits–Complete kit (Universal) (Kapa Biosystems). Average fragment size was determined using a LabChip GX (PerkinElmer) instrument.

The libraries were normalized, pooled, and then denatured in 0.05N NaOH and neutralized using HT1 buffer. The pool was loaded at 175 pM on an Illumina NovaSeq S4 lane using the Xp protocol as per the manufacturer’s recommendations. The run was performed for 2 × 100 cycles (paired-end mode). A PhiX library was used as a control and mixed with libraries at the 1% level. Base calling was performed with RTA v3.4.4. Program bcl2fastq2 v2.20 was then used to demultiplex samples and generate FASTQ reads.

### Bioinformatics and statistical analysis

#### Mapping and TPM quantification.

Raw data quality metrics were examined with FastQC (Bioinformatics, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), including sequencing quality per base position, adapter content, and duplication levels. Reads were soft-clipped (12 bases per read) to ignore adapters and low-quality bases during alignment using STAR (82) v2.7.6 with the GRCm39 mouse reference genome (Gencode release M31, primary assembly). Reads were also sorted with STAR and then deduplicated with sambamba v0.8.2 (83) prior to quantification with StringTie v2.2.1 (84), which calculated expression levels in transcripts per million (TPM) of all genes for every sample.

#### Order statistics and renormalization of expression data.

Downstream analysis of TRAP datasets was performed as previously described (85). Each transcriptome sample (IN) had consistently expressed genes identified by calculating percentile ranks for each coding gene. We identified 12,783 genes that were above the 30th percentile in each IN sample. Quantile normalization was performed based on the set of all coding genes.

IP (translatome) analysis was performed on the 12,783 consistently transcriptome-expressed genes. To identify consistently expressed genes in the translatome samples, the percentile ranks of TPM were calculated for each of the 12,783 consistently transcriptome-expressed coding genes of each sample. We identified 11,724 of 12,783 genes that were consistently detected in the translatome based on whether their expression was at or above the 15th percentile (out of 12,783 genes) in each IP sample.

#### Differential expression analysis.

Differential expression (DE) analysis was performed as previously described (82). log_2_ fold change (FC) was calculated based on median TPM values for each transcriptome-expressed and translatome-expressed coding gene in the INPUT and IP samples, respectively. Strictly standardized mean difference (SSMD) was used to reveal genes with systematically altered expression percentile ranks between sham-treated and SNI mice of the same cell type and time point. SSMD is the difference of means controlled by the variance of the sample measurements. SSMD measured the effect size to control for within-group variability. Differentially expressed genes were determined between sham-treated and SNI of the same cell type and time point by calculating the Bhattacharyya distance (86). This measure is used to calculate the amount of overlap in the AUC of the 2 sample distributions (corresponding to each group). BD compares distribution of gene relative to abundance (in TPM). The Bhattacharyya coefficient [BC(Q)i] ranges between 0 (for totally nonoverlapping distributions) and 1 (for completely identical distributions) and is derived from the Bhattacharyya distance. In our analysis, we used a modified form of the Bhattacharyya coefficient that ranges between 0 (for completely identical distributions) and +1 or –1 (for totally nonoverlapping distributions; sign defined by the log-FC value). DE genes were identified if the absolute value of SSMD was greater than or equal to 0.9, the absolute value of BC was greater than or equal to 0.5, and FC was greater than or equal to 1.33. Coding for bioinformatics analysis and data visualization was performed in Python (version 3.7 with Anaconda distribution).

Gene Ontology analysis of DEGs was carried out using Enrichr (https://maayanlab.cloud/Enrichr/) (87, 88).

### scRNA-Seq

The protocol was adopted from previous research (29). Mice were deeply anesthetized and transcardially perfused with ice-cold HBSS. The spinal cords were then extracted using 3 mL HBSS by inserting a 20G needle at the caudal end of the vertebral column. Spinal cords were dissected and placed in a well plate containing 3 mL DMEM with 2 mg/mL collagenase type IV (Gibco). The tissue was minced with scissors and treated with 1 μL DNase I (Thermo Fisher Scientific) for 45 minutes at 37°C.

After 20 minutes of incubation, the tissue was Dounce homogenized 20 times with pestle A with rotation of the pestle. The homogenized cell suspensions were transferred back to the well plate and gently agitated by hand 10 minutes later. The cell suspensions were then passed through a 70 μm prewetted (with DMEM) cell strainer, transferred to a prechilled 50 mL tube, and centrifuged at 22°C for 10 minutes (400*g*, acceleration: 2, brake: 1).

The supernatant was decanted, and the cell pellet was washed with 15–20 mL of 1× HBSS, followed by centrifugation under the same conditions. After decanting the supernatant, the pellet was resuspended in 13 mL of 30% Percoll (MilliporeSigma) diluted in HBSS at room temperature. The 13 mL cell suspension was transferred to a 15 mL tube and overlaid with 2 mL HBSS, then centrifuged at 22°C for 20 minutes (400*g*, acceleration: 1, brake: 0).

The debris and Percoll were carefully removed without disturbing the immune cell pellet at the bottom of the tube. The cell pellet was washed with 15 mL ice-cold HBSS and centrifuged at 4°C for 7 minutes (500*g*, acceleration: 2, brake: 1). After removal of the supernatant, the pellet was resuspended in 500 μL ice-cold FACS buffer (0.4% nonacetylated BSA in 1× PBS, sterile) containing CD11b (PE), CD45 (APC-Cy7), and CX3CR1 antibodies (BioLegend) at a 1:200 dilution. The samples were incubated on ice, protected from light, for 1 hour. The stained samples were washed with 14 mL ice-cold HBSS and centrifuged again at 4°C for 7 minutes (500*g*, acceleration: 2, brake: 1). The supernatant was carefully removed, and the pellet was resuspended in 500 μL ice-cold FACS buffer. The samples were kept on ice and protected from light until sorting. Sorting was performed using either a FACSAria III cell sorter equipped with 405 nm, 488 nm, and 640 nm lasers or a FACSAria Fusion with 405, 488, 561, and 633 nm lasers (both from BD Biosciences). In both cases, live, single CD11b^hi+^, CD45^lo^, and CX3CR1^hi+^ cells were sorted using a 70 μm nozzle at 70 psi. Gating strategies were determined using fluorescence-minus-one controls.

### scRNA-Seq data processing and analysis

Droplet libraries were processed using *Cell Ranger count* pipeline (89). Sequencing reads were aligned to the mm10 mouse reference genome, and transcript counts were quantified for each annotated gene within every cell. Count matrices (genes × cells) were loaded into the R package Seurat (90) for quality control and downstream analyses. Low-quality cells were filtered out using the following criteria: (a) the number of detected genes ≤300; (b) percentage of mitochondrial RNA ≥5% per cell. Cell doublets were detected and removed using the R package *scDblFinder* (91). After filtering, we had 1,014 cells in the WT group and 386 cells in the 4E-BP1–cKO group. 

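The filter on detected genes removed 6 control barcodes and 6 4E-BP1–cKO barcodes, and the mitochondrial limit removed 65 and 25 (2 control and 2 4E-BP1–cKO barcodes failed both). These steps left 1147 control and 445 4E-BP1–cKO barcodes. Scrublet then marked 3 control and 14 4E-BP1–cKO barcodes as doublets at its automatic threshold. A mitochondrial limit of 10% gave 1175 control cells, whereas a minimum of 500 detected genes gave 1075 control and 380 4E-BP1–cKO cells.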

Following *SCTransform* normalization, individual samples were integrated using the *RPCAIntegration* procedure. Uniform manifold approximation and projection (UMAP) dimension reduction was generated based on the first 20 principal components. A nearest-neighbor graph using the first 20 principal components was calculated using the *FindNeighbors* function, followed by clustering using the *FindClusters* function with resolution = 1.4. Cluster-specific marker genes were identified using the function *FindMarkers* with the following cutoffs: log_2_ FC > 0.5 and adjusted *P* < 0.05 (upregulated genes only). Per-cluster differential expression testing between the 2 samples was conducted using a single-cell approach with *FindMarkers*. To test for signature enrichment in clusters, we first used the *AddModuleScore* function to calculate the normalized average expression of each marker set in single cells and then performed Wilcoxon’s test to compare the values in cells from designated clusters to all remaining cells.

### Statistics

All data were analyzed using GraphPad Prism v.9 and presented as mean ± SEM. Statistical analyses were performed using 1-way or 2-way ANOVA followed by between-group comparisons using Tukey’s post hoc test or unpaired 2-tailed *t* test. A *P* value less than 0.05 was the significance criterion.

### Study approval

Housing and all experimental procedures on mice complied with the guidelines of the Canadian Council on Animal Care and the International Association for the Study of Pain and were approved by the McGill University Downtown Animal Care Committee.

### Data availability

Sequencing data generated in this study were deposited in the Gene Expression Omnibus database (GEO GSE254472 and GSE285677). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

KCL, JSM, and AK conceived the project, designed experiments, and supervised the research. KCL, CW, and NB performed behavioral and IHC studies. WC, PS, RR, MH, NFSC, and JF assisted with IHC and microglia analyses. SU, DTF, NNI, KM, and TJP assisted with TRAP analysis. ST, JY, VH, ARS, and CGG assisted with study design and interpretation of results. AP performed the scRNA-Seq bioinformatic analysis. KCL, JSM, and AK wrote the manuscript. All authors reviewed the manuscript and discussed the work.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
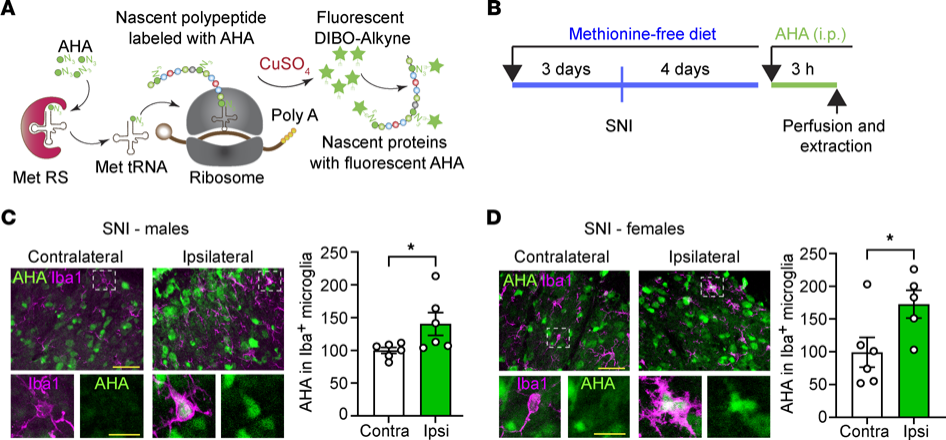
Increase in microglial protein synthesis after peripheral nerve injury. Protein synthesis in spinal microglia was assessed using FUNCAT. (**A**) Schematic illustration of FUNCAT. DIBO; Met RS, methionyl-tRNA synthetase; Met tRNA, methionine transfer RNA. (**B**) Mice were fed a methionine-deficient diet for 3 days before and 4 days after SNI. On day 4 after SNI, AHA was injected, and spinal cords were collected 3 hours later. (**C** and **D**) Immunostaining against Iba1 was used to identify microglia. AHA signal in Iba1^+^ microglia was assessed on the ipsilateral and contralateral sides of injury in males (representative images and quantification normalized to contralateral side in **C**; *n* = 6 mice per group) and females (representative images and quantification normalized to contralateral side in **D**; *n* = 6 mice per group). Unpaired 2-tailed *t* test was used for statistical analyses. Data are plotted as mean ± SEM. *P < 0.05. Scale bar: 30 μm for low-magnification images and 10 μm for high-magnification images.

**Figure 2:**
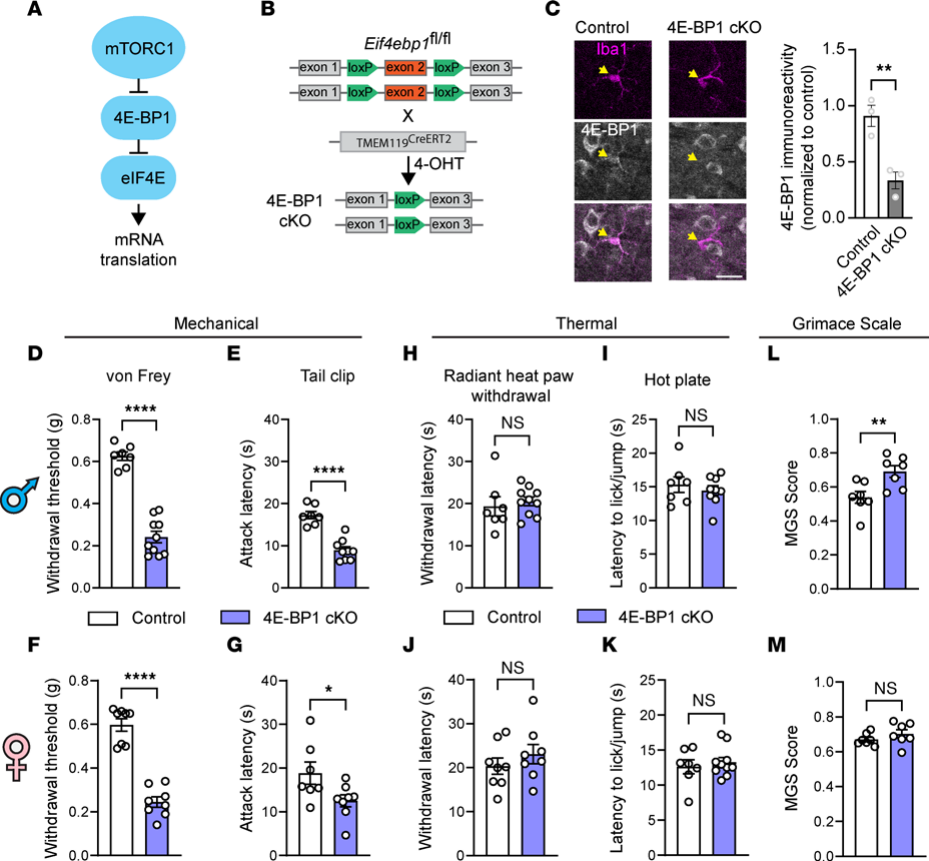
Increase in microglial translation induces mechanical pain hypersensitivity. (**A**) Schematic illustration depicting regulation of mRNA translation via the mTORC1/4E-BP1 axis. (**B**) Generation of mice with conditional ablation of 4E-BP1 in microglia under the *TMEM119^CreERT2^* promoter. (**C**) IHC against 4E-BP1 confirmed reduced levels of 4E-BP1 in 4E-BP1–cKO mice (*n* = 3 mice/group). Scale bar: 20 μm. Yellow arrows mark the location of microglia. Control (*TMEM119^CreERT2^*) and 4E-BP1–cKO mice were tested for mechanical and thermal sensitivity. Mechanical sensitivity was tested using von Frey (males in **D** and females in **F**) and tail-clip (males in **E** and females in **G**) assays. Thermal sensitivity was tested using radiant heat paw-withdrawal (males in **H** and females in **J**) and hot-plate (males in **I** and females in **K**) assays. Spontaneous pain was assessed using the mouse grimace scale (MGS; males in **L** and females in **M**). In behavioral experiments, *n* = 7–10 mice per group. For analyses, unpaired 2-tailed *t* test was used. Two-way ANOVA was used to assess sex differences in the MGS test (**L** and **M**), revealing a significant main effect of sex [*F_(1,24)_* = 6.548, *P* = 0.0172]. Tukey’s multiple-comparison test showed a difference between control and 4E-BP1–cKO males (*P* = 0.0041), but not between females (*P* = 0.8575). Data are plotted as mean ± SEM. *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 3:**
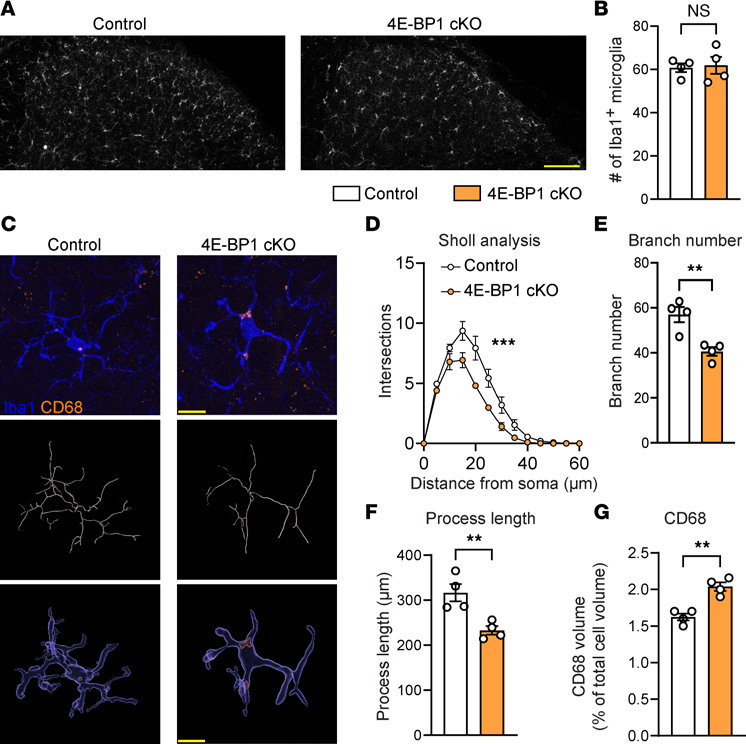
Phenotypic changes in microglia with enhanced translation. (**A**) The number of Iba1^+^ microglia in the dorsal horn is not different in 4E-BP1–cKO mice compared with control (*TMEM119^CreERT2^*) animals (representative images in **A** and quantification in **B**, *n* = 4 mice per group). Scale bar: 100 μm. 3D analysis of Iba1^+^ microglia revealed that 4E-BP1–cKO microglia exhibit changes in Sholl analysis results (**C**: representative images, skeleton and volumetric reconstructions; **D**: quantification; *n* = 4 mice/group), branch number (**E**: *n* = 4 mice /group), process length (**F**: *n* = 4 mice /group), and volumetric analysis of CD68 (**C**: representative 3D volume renders reconstruction images; **G**: quantification, as a percentage of the total cell volume; *n* = 4 mice/group). Scale bar: 10 μm. Unpaired 2-tailed *t* test was used for **B**, **E**, **F**, and **G**. Two-way ANOVA followed by Tukey’s post hoc comparison was used for **D**. Data are plotted as mean ± SEM. **P < 0.01, ***P < 0.001.

**Figure 4:**
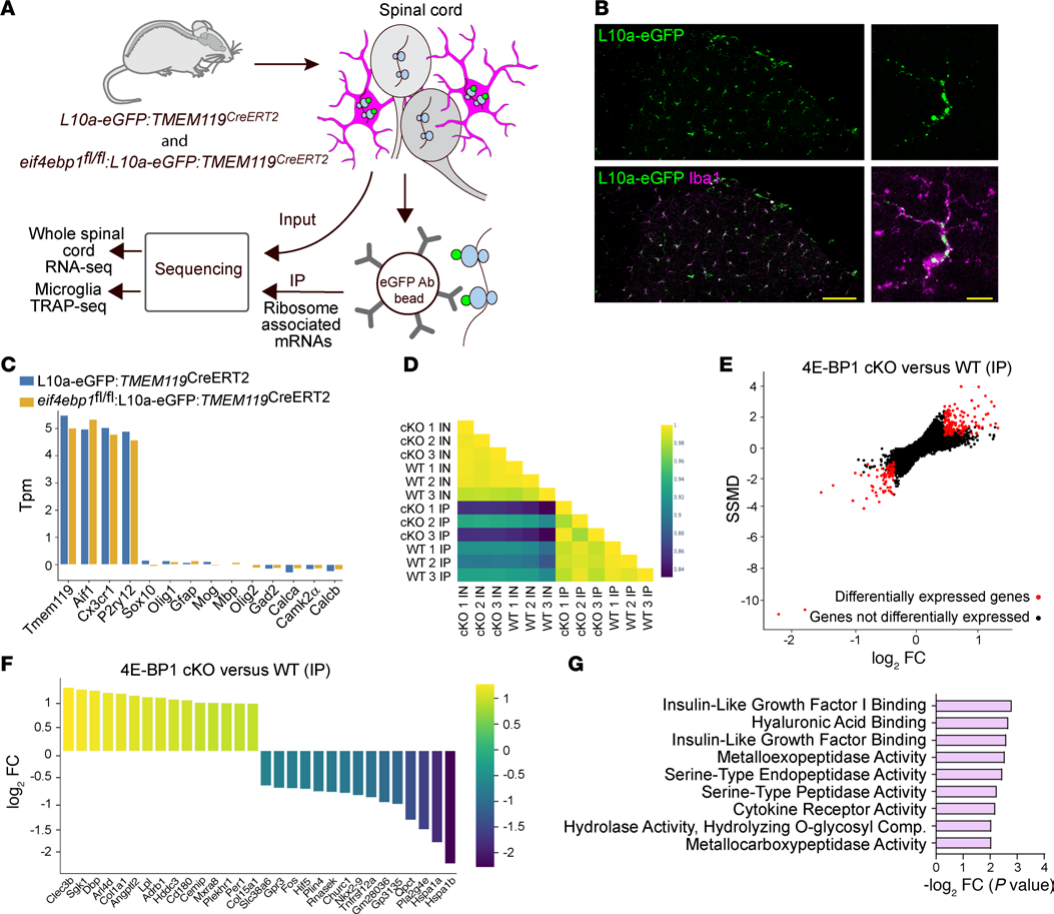
TRAP RNA-Seq reveals differentially expressed genes in 4E-BP1–cKO microglia. (**A**) Schematic illustration of the TRAP approach. (**B**) Imaging of spinal cord section from L10a-eGFP:*TMEM119^CreERT2^* mice confirmed the presence of L10a-eGFP in Iba1^+^ microglia. Scale bars: 100 μm (left) and 10 μm (right). (**C**) Microglial markers are enriched and nonmicroglial markers are depleted in IP fractions. (**D**) Heatmap of the correlation coefficients between different samples (IN, input; IP, immunoprecipitated). (**E**) Dual-flashlight plot shows SSMD versus log_2_ FC for genes in IP samples. Positive log_2_ FC indicates increased expression in 4E-BP1–cKO mice. Parameters for defining data as upregulated or downregulated in 4E-BP1–cKO are: increased, SSMD ≥ 0.9, BC ≥ 0.5, FC ≥ 1.33; decreased, SSMD ≤ 0.9, Bhattacharyya coefficient ≤ 0.5, FC ≤ 1.33. (**F**) Top 15 upregulated and downregulated genes in IP fractions in 4E-BP1–cKO versus control mice. (**G**) Gene Ontology (GO) analysis of the top 100 upregulated genes (Enrichr, GO Molecular Function).

**Figure 5:**
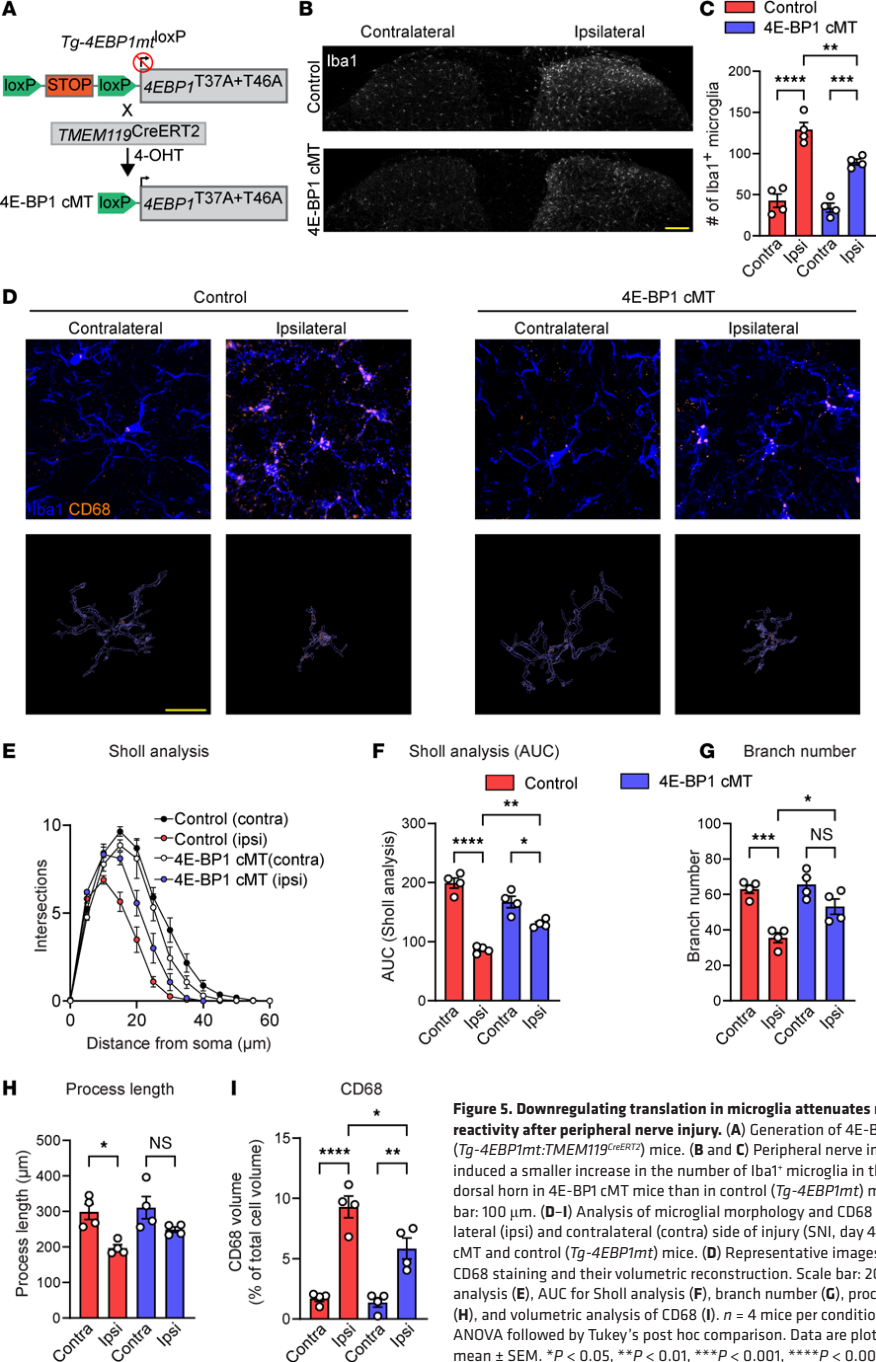
Downregulating translation in microglia attenuates microglial reactivity after peripheral nerve injury. (**A**) Generation of 4E-BP1 cMT (*Tg-4EBP1mt:TMEM119^CreERT2^*) mice. (**B** and **C**) Peripheral nerve injury (SNI) induced a smaller increase in the number of Iba1^+^ microglia in the lumbar dorsal horn in 4E-BP1 cMT mice than in control (*Tg-4EBP1mt*) mice. Scale bar: 100 μm. (**D**–**I**) Analysis of microglial morphology and CD68 on the ipsilateral (ipsi) and contralateral (contra) side of injury (SNI, day 4) in 4E-BP1 cMT and control (*Tg-4EBP1mt*) mice. (**D**) Representative images of Iba1 and CD68 staining and their volumetric reconstruction. Scale bar: 20 μm. Sholl analysis (**E**), AUC for Sholl analysis (**F**), branch number (**G**), process length (**H**), and volumetric analysis of CD68 (**I**). *n* = 4 mice per condition. Two-way ANOVA followed by Tukey’s post hoc comparison. Data are plotted as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
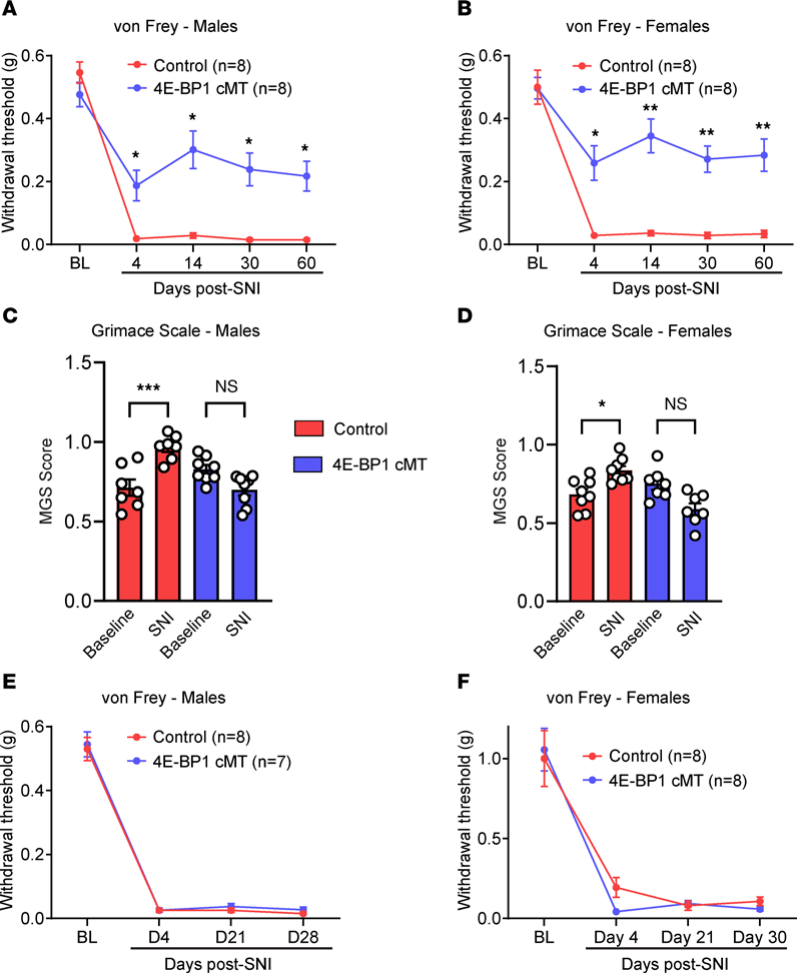
Downregulating translation in microglia alleviates neuropathic pain. Paw-withdrawal thresholds (von Frey assay) were tested in 4E-BP1 cMT and control (*Tg-4EBP1mt*) male (**A**) and female (**B**) mice after SNI (*n* = 8 mice per group). BL, baseline. MGS was used to assess spontaneous pain on day 4 after SNI in male (**C**) and female (**D**) 4E-BP1 cMT and control mice (*n* = 7–8 mice per group). Mutant 4E-BP1 expression was induced in microglia after pain hypersensitivity was established by peripheral nerve injury via injection of tamoxifen to 4E-BP1 cMT (and control, *Tg-4EBP1mt*) male (**E**) and female (**F**) mice from day 4 to 9 after SNI. Two-way ANOVA followed by Tukey’s post hoc comparison was used for **A**, **B**, **E**, and **F**. One-way ANOVA followed by Tukey’s post hoc comparison was used for **C** and **D**. Data are plotted as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

# Supplementary material for: 4E-BP1–dependent translation in microglia controls mechanical hypersensitivity in male and female mice
**Source:** J Clin Invest. 2025 Jun 2;135(11):e180190. doi: 10.1172/JCI180190
**Supplement:** Supplemental data

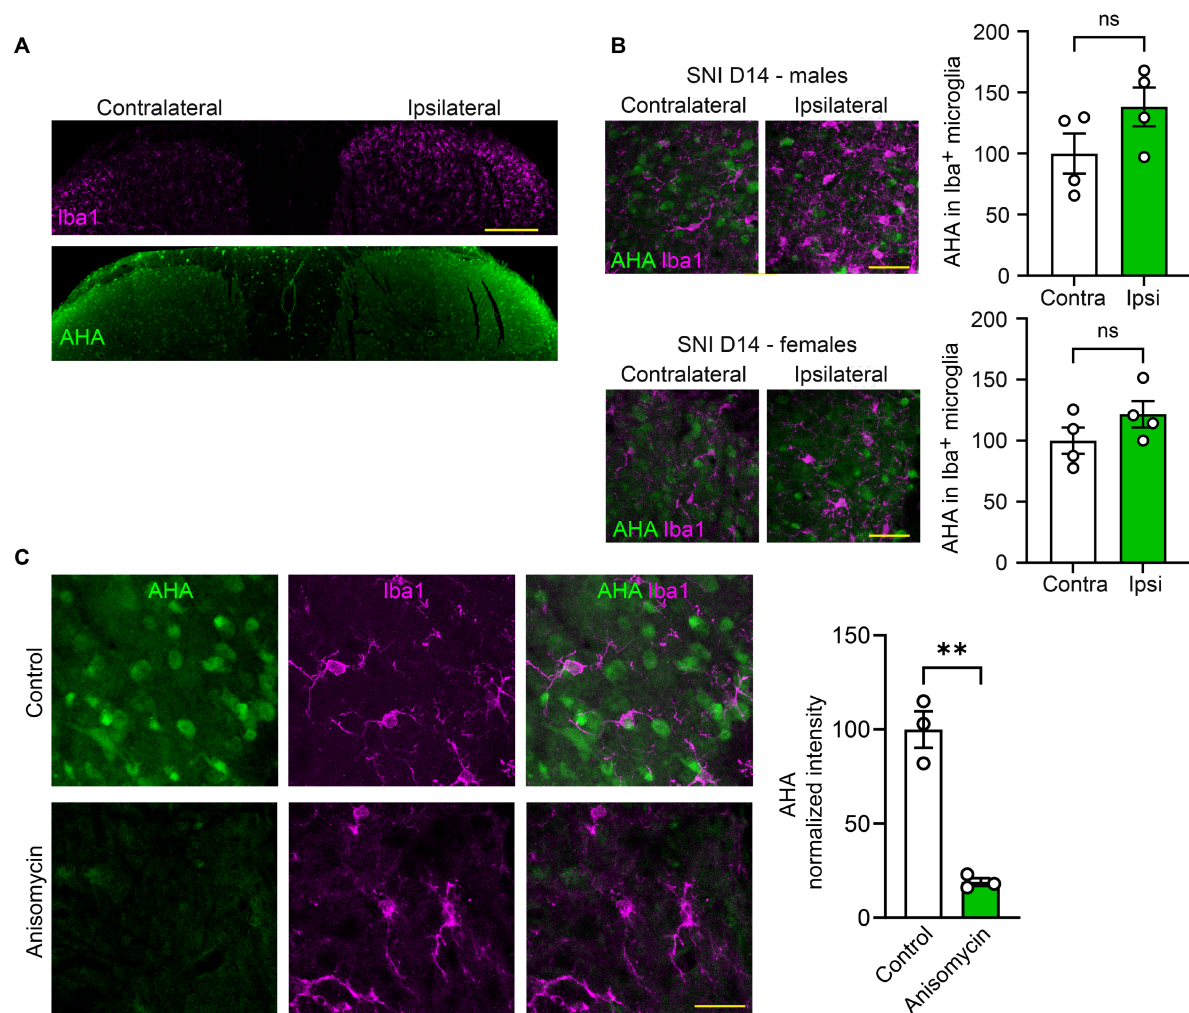

### Supplemental Figure 1. Inhibition of protein synthesis using anisomycin.

(A) Low-magnification images of Iba1 and AHA (FUNCAT) in the spinal cord 4 days post-SNI in male mice (related to Figure 1). Scale bar is 150  $\mu\text{m}$ . (B) Assessment of AHA incorporation in male (top) and female (bottom) mice 14 days post-SNI. Quantification (normalized to the contralateral side,  $n = 4/\text{group}$ ) is presented on the right. Scale bar is 30  $\mu\text{m}$ . (C) FUNCAT signal (AHA incorporation) was measured in Iba1<sup>+</sup> microglia in control mice and in mice treated with protein synthesis inhibitor, anisomycin. Representative images show blockade of AHA incorporation in anisomycin-injected mice. Scale bar is 20  $\mu\text{m}$ . Quantification of AHA incorporation in microglia (normalized to Control,  $n = 3$  mice per group) is on the right. An unpaired two-tailed  $t$ -test. Data are plotted as mean  $\pm$  s.e.m. \*\* $p < 0.01$ ,

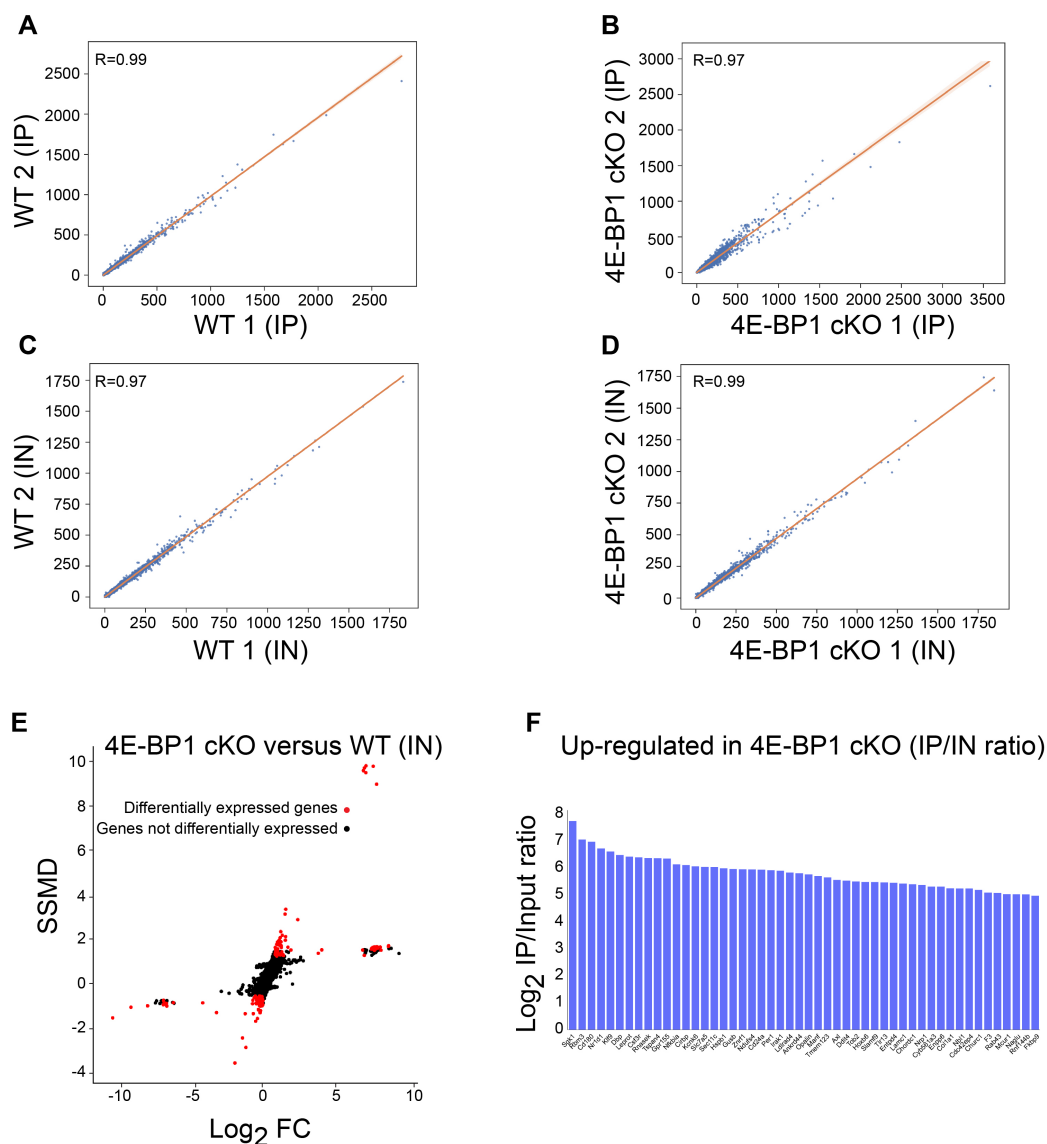

## Supplemental Figure 2. Analysis of TRAP-seq.

Correlation coefficients of genes between biological replicates for WT (**A**) and 4E-BP1 cKO (**B**) samples in the IP and for WT (**C**) and 4E-BP1 cKO (**D**) in the IN fractions, using linear correlation plots, indicating high reproducibility between experiments. (**E**) Dual-flashlight plot of IN samples showing SSMD versus log<sub>2</sub> FC. (**F**) Log<sub>2</sub> IP/IN ratio of top 50 genes.

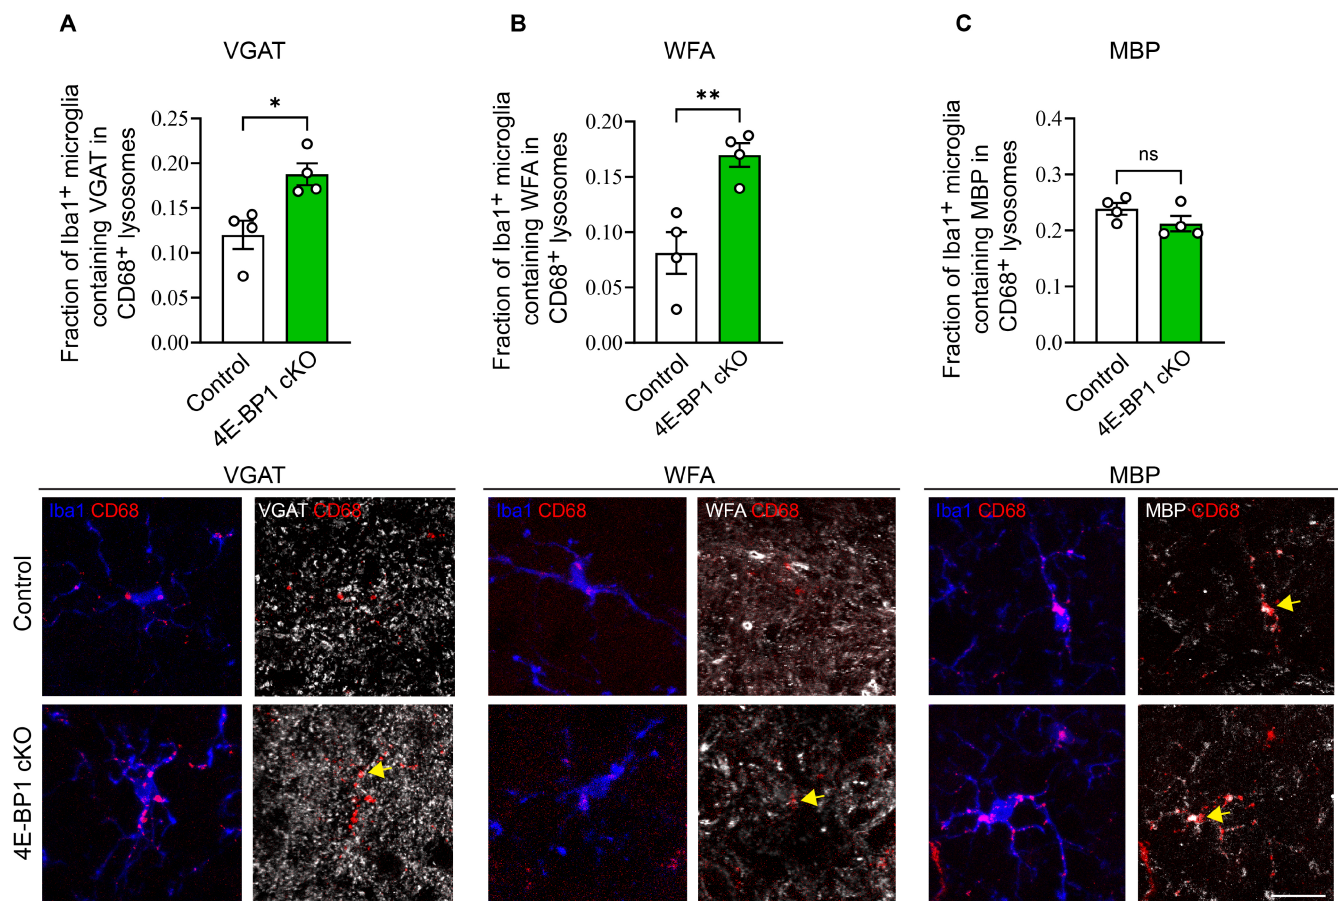

### Supplemental Figure 3. Assessment of microglial lysosomal content in 4E-BP1 cKO mice

Immunostaining of spinal cord dorsal horn from 4E-BP1 cKO and Control mice for VGAT (vesicular GABA transporter, **A**), WFA (Wisteria floribunda agglutinin, **B**), and MBP (myelin basic protein, **C**), as well as Iba1 and CD68. Scale bar is 15  $\mu$ m. Quantification of fraction of Iba1<sup>+</sup> microglia containing VGAT (**A**), WFA (**B**), or MBP (**C**) in CD68<sup>+</sup> lysosomes is shown at the top ( $n = 4$  mice per group). An unpaired two-tailed  $t$ -test. Data are plotted as mean  $\pm$  s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$ , ns – not significant.

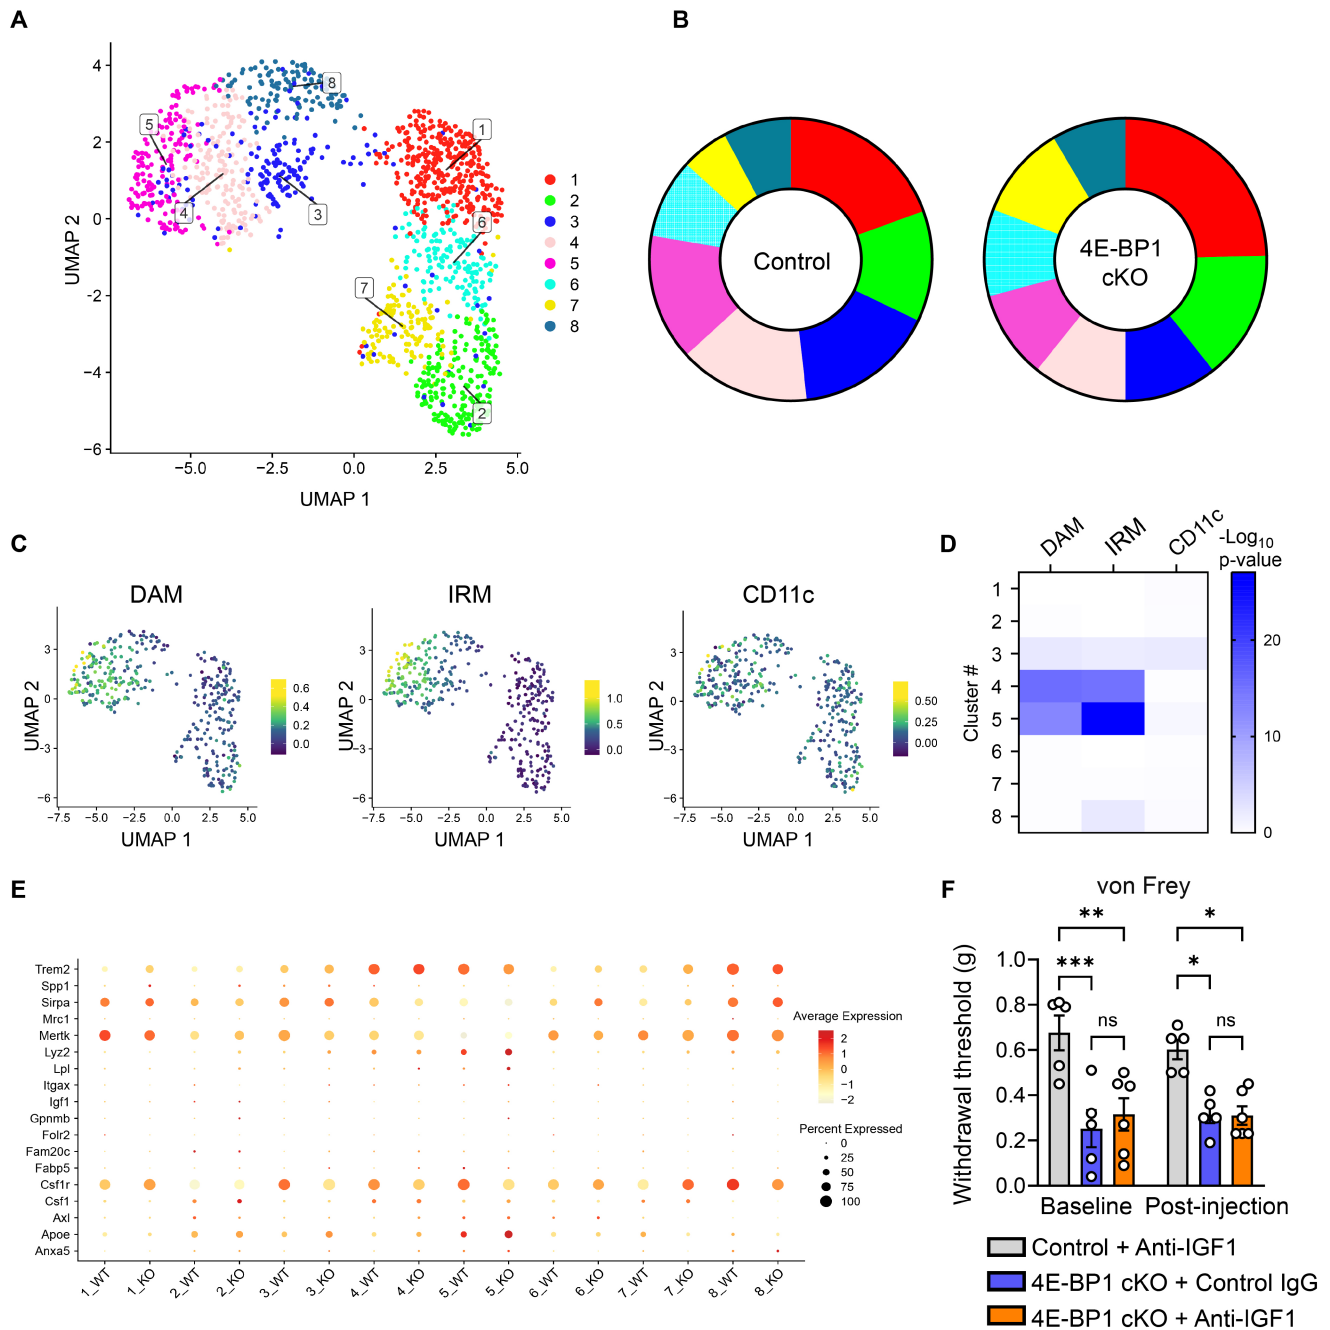

### Supplemental Figure 4. scRNA-seq of spinal microglia from 4E-BP1 cKO mice

Spinal microglia from 4E-BP1 cKO and Control (*Eif4ebp1*<sup>fl/fl</sup>) mice were sorted (gated for CD45<sup>low</sup>CD11B<sup>high</sup>CX3CR1<sup>high</sup>), captured (10xGenomics NextGem scRNA 3' V3.1,) and sequenced (NovaSeq X Plus 10B, PE100). (A) UMAP plot shows that microglia in the mouse spinal cord in both groups are present in 9 distinct clusters. 

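The clusters that were rebuilt from the UMI counts fell into groups by the share of UMIs on ribosomal protein genes. The median share per cell was 1.16% in cluster 1, 1.23% in cluster 2, 1.33% in cluster 7 and 1.31% in cluster 8. It was 6.54% in cluster 3, 4.60% in cluster 4, 4.24% in cluster 5, 9.74% in cluster 6 and 18.5% in cluster 9. Malat1 and Neat1 together took a median of 5.32% of a cell's UMIs in clusters 1, 2, 7 and 8. In clusters 3, 4, 5, 6 and 9 they took 2.87%. Whether these groups differ in cell integrity was not tested. Depth differed between clusters as well, from a median of 760 UMIs per cell in cluster 4 to 8439 in cluster 6. Each cluster was defined by the genes with the largest fold against all other cells among those detected in at least 10% of its cells. Among the 10 leading genes were Gm35188 in cluster 1, Il10 in cluster 2, Fos, Hspa1a and Ccl3 in cluster 3, Cxcl10 in cluster 4, Clec1b in cluster 5, Cxcl2, Mt1 and Lpl in cluster 6, P4htm in cluster 7, Bag3 and Hspd1 in cluster 8, and Apoe and Lyz2 in cluster 9. The number of clusters was 4 at a resolution of 0.2, 6 at 0.8 and 13 at 2.0.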

(B) The proportion of microglia in each cluster in 4E-BP1 cKO

and Control mice. Color coding corresponds to 8 microglial clusters in **A**. The similarity between cellular transcriptome and previously described transcriptional signatures associated with disease-associated microglia (DAM), injury-responsive microglia (IRM), and CD11c<sup>+</sup> microglia (full lists of genes used for each signature are in Supplementary Data 2) is shown using UMAP plots (**C**) or heatmap (per each cluster using two-sided Fisher's exact test, **D**). 

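The signature lists name genes from other studies, and not every name could be matched to the gene symbols of the count tables. Of the 88 names in the DAM list, 70 were matched, 3 of them through an older name. The IRM list matched 152 of 154 names, and the CD11c list matched 21 of 22. The panel D test asks whether the genes raised in a cluster overlap a list more often than chance gives, so the lists' own overlap matters for reading it. Of the matched CD11c genes, 9 are also in the DAM list and 5 in the IRM list. The paper's reported values for panel D are −log10 p-values, in 8 rows without cluster names. The row with the paper's highest DAM value, 15.5, has a paper value of 0.0354 for CD11c, and the row with the paper's highest IRM value, 27.0, has one of 0.646. The row with the paper's highest CD11c value, 2.18, has paper values of 2.40 for DAM and 1.98 for IRM. In the rebuilt clusters, the genes raised in cluster 9 included 28 DAM genes against 14.4 expected by chance, and 5 of the 10 CD11c genes detected in enough of its cells against 2.66 expected. Without the genes that DAM and IRM share, 2 CD11c genes were raised in cluster 9 against 1.60 expected.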

In **D**, white indicates no significant overlap ( $p > 0.05$ ). 

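For the genes of panel E, the share of cells with at least 1 UMI was computed in each library. Genes of oligodendrocytes (Mbp, Mobp), endothelial cells (Flt1, Cldn5), astrocytes (Aqp4) and neurons (Snap25), picked after the data were seen, were set beside them. Their UMIs may come from free RNA, which could not be estimated here, or from single cells of these types. Other sources were not tested. At least 3 endothelial markers were carried by 4 control cells, and at least 3 oligodendrocyte markers by 5 control cells and 1 4E-BP1–cKO cell. For astrocytes and neurons, 0 cells carried at least 3 markers. Cldn5 had 52 UMIs in only 5 control cells. Mbp was detected in 10.1% of the control cells and 14.2% of the 4E-BP1–cKO cells, Flt1 in 1.92 and 0.928%, Aqp4 in 1.84 and 1.39%, Mobp in 0.524 and 0.696%, Cldn5 in 0.437 and 0%, and Snap25 in 0.350 and 0.232%. Itgax was detected in 1.84% of the control cells (1.14 to 2.79%) and 3.02% of the 4E-BP1–cKO cells (1.62 to 5.10%). Igf1 was found in 1.57% (0.935 to 2.48%) and 1.62% (0.655 to 3.32%), and Gpnmb in 0.437% (0.142 to 1.02%) and 0.928% (0.253 to 2.36%). The shares of the genes of other types thus depend on the gene chosen and do not give a single level for free RNA, and these 3 genes lay within their range. Itgax lay below Mbp in both libraries. In the control library its interval lay above those of Cldn5 (0.142 to 1.02%), Mobp (0.193 to 1.14%) and Snap25 (0.0953 to 0.893%) and overlapped those of Flt1 and Aqp4. In the 4E-BP1–cKO library it lay above those of Cldn5 (0 to 0.852%) and Snap25 (0.00587 to 1.29%) and overlapped those of Mobp (0.144 to 2.02%), Flt1 and Aqp4. At the thinned depth, Itgax was detected in 0.757% of the control cells and 0.831% of the 4E-BP1–cKO cells. Spp1 was detected in 4.55% of the control cells (3.41 to 5.92%) and 8.35% of the 4E-BP1–cKO cells (5.92 to 11.4%), and in 0.946 and 4.43% after thinning. Lyz2 was detected in 24.7% (22.2 to 27.3%) and 32.7% (28.3 to 37.4%), and in 5.96 and 13.3% after thinning. Csf1r, which most microglia express, was detected in 90.0 and 86.5%. In CPM over both libraries together, 10 of the 18 genes were highest in cluster 9, among them Itgax with 5 UMIs there, Trem2 with 303, Lyz2 with 158 and Apoe with 1560. In the 4E-BP1–cKO library alone, Itgax was highest in cluster 7 (3 UMIs, 50.3 CPM, against 1 UMI, 11.5 CPM, in cluster 9). In that library Trem2 was highest in cluster 3 (1226 CPM against 964) and Axl in cluster 8 (3 UMIs, 119 CPM, against 34.4). In the control library alone, Fabp5 and Anxa5 were highest in cluster 6 (34.1 CPM against 26.6, and 48.6 against 46.6). Gpnmb had 0 UMIs in the control cells of cluster 9. Lyz2, Apoe, Igf1 and Csf1r were highest in cluster 9 in each library.

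**Figure D3:**
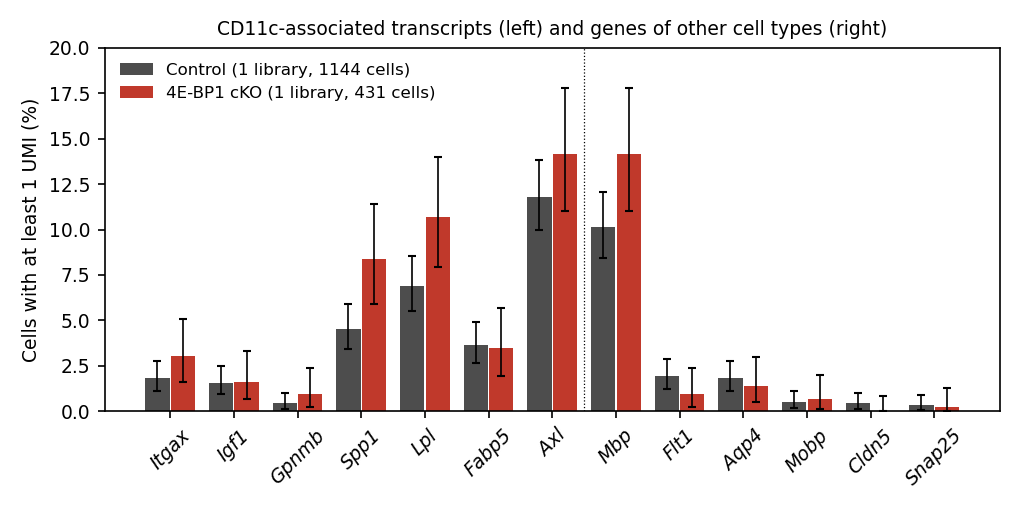
Share of cells with at least 1 UMI (%, vertical axis) for 7 CD11c-associated genes (left of the dotted line) and 6 genes of other cell types (right) in the control library (grey) and the 4E-BP1–cKO library (red), with exact 95% binomial intervals that cover counting error only. In the 4E-BP1–cKO library the interval of Itgax overlaps those of Flt1, Aqp4 and Mobp and lies above those of Cldn5 and Snap25.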

Shades of blue (for  $p$  value  $< 0.05$ ) indicate the significance of the overlap between two gene lists. (**E**) The average expression level and % of expressing cells for distinct transcripts (largely associated with CD11c<sup>+</sup> microglia) is shown per sample and genotype. (**F**) 4E-BP1 cKO mice were administered intrathecally with the anti-IGF1-neutralizing antibody and normal goat IgG (for control) for three consecutive days. Control (*Eif4ebp1*<sup>fl/fl</sup>) mice were administered with the anti-IGF1-neutralizing antibody. The von-Frey thresholds were assessed before the injection (Baseline) and seven days after the first injection (post-injection). One-way ANOVA followed by Tukey's post-hoc comparison was used in **F**. Data are plotted as mean  $\pm$  s.e.m. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns – not significant.

**Supplemental Data 1. Analysis of TRAP-sequencing data.** **Tab A:** Raw transcripts per million for INPUT and respective percentiles. **Tab B:** Raw transcripts per million for IP and respective percentiles. **Tab C:** Quantile normalized transcripts per million for IP and respective statistics. **Tab D:** Summary of differentially expressed genes between WT and 4E-BP1 cKO in IP samples.

**Supplemental Data 2. Genes associated with the DAM, IRM and CD11c transcriptional signature.**

How the deposited data were processed for this re-analysis (not part of the article)

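scRNA-Seq was available for 2 libraries of sorted spinal microglia, 1 from control mice and 1 from 4E-BP1–cKO mice. Mice were 8 to 10 weeks old and had received 4-OHT from P4 to P9. The TRAP, FUNCAT, imaging and behavioral data of the paper were not analysed here. Values of some marker genes are not reported here.

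The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger count (version 8.0.1 in the header of the count tables) from reads aligned to mm10. The annotation release is not given in the sources used here. Cell Ranger's cell calling had been applied, and the smallest barcode held 500 UMIs in the control library and 501 in the 4E-BP1–cKO library. No filter on detected genes, mitochondrial share or doublets had been applied, and the counts were not normalized. Because empty droplets were not analysed here, free RNA could not be estimated from them.

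Barcodes were kept with more than 300 detected genes and under 5% mitochondrial UMIs, as in the paper. Doublets were called with Scrublet in scanpy 1.11.5, separately in each library, with an expected rate of 0.8% per 1000 barcodes and the automatic threshold. Its calls exceeded the expected number in the 4E-BP1–cKO library (14 against 2) and fell short of it in the control library (3 against 11). SCTransform (sctransform 0.4.2), RPCA integration, FindNeighbors and FindClusters were run in Seurat 5.3.0 under R 4.3.3 with 20 principal components and a resolution of 1.4. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Clusters were numbered by size. They were not given cell type names, and all were described by number. At least 3 markers were detected in 0 cells of either library for monocytes, neutrophils, NK cells, B cells, astrocytes and neurons. The same minimum was reached by 5 control and 1 4E-BP1–cKO cells for oligodendrocytes, 4 and 0 for endothelial cells, 2 and 0 for erythrocytes, 0 and 1 for T cells and 2 and 0 for proliferating cells.

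Expression between the libraries was computed from UMIs summed over the kept cells, as CPM with a pseudocount of 1 CPM, with an exact conditional Poisson interval for the ratio. This describes 2 libraries and has no replicate check. Gene lists (DAM, IRM, CD11c, ribosomal proteins, 20 genes of ex vivo activation and 9 microglial markers) were described by the median log2 ratio over their genes with at least 20 UMIs, with its percentile among 10000 random lists matched on mean expression in 20 bins. Names were matched without regard to case and through older names. In the DAM list 18 names were not matched. The genes named in the text are those the paper names, the 18 genes of Supplemental Figure 4E, 5 sex-linked genes, and the 5 genes with the largest and the 5 with the smallest ratio among genes with at least 200 UMIs and the same direction in each of the 7 clusters with at least 20 cells of each library. Outside this rule, the leading genes of the clusters, the genes of other cell types shown beside Itgax (except Mbp), Hspa1a, Git2, Myo18b, Prkd2 and Prkd3 were named after their values were seen. Of the 8 genes fixed for the count of CD11c-like cells, Clec7a was not analysed here, so the rules were applied to 7. Shares of cells with a UMI were computed on all UMIs and after thinning each cell to 867 UMIs, the 10th percentile over both libraries, which left out 87 control and 70 4E-BP1–cKO cells.

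The ratio between the libraries and the percentile of a list were tested on simulated data. In UMI counts drawn for the 4836 genes with at least 200 UMIs, 100% of 200 changed genes had the right direction, and the 95% interval held the simulated ratio for 95.3% of the genes. For lists of 65 genes drawn from 11747 genes, 3.5% of 200 unchanged lists lay in the top 2.5% of random lists, and 100% of lists raised by 0.3 on the log2 scale did. The simulated lists held genes picked at random, with counts drawn independently for each gene, and were compared between the libraries. These rates therefore do not cover lists of genes that vary together, or the comparison of a cluster with other cells.

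The alternatives were a mitochondrial limit of 10%, a minimum of 500 detected genes, no doublet removal, resolutions of 0.2, 0.8 and 2.0, 10 or 30 principal components, CCA or no integration, log-normalization with 2000 variable genes, clustering without genes that differ between the libraries or without ribosomal protein and mitochondrial genes, thinning, shorter signature lists, a percentile limit of 90, each library alone, scores on log-normalized values, a rule of 3 genes, TMM factors (edgeR 4.0.16), a total without ribosomal protein and mitochondrial genes, a pseudocount of 10 CPM, ratios averaged over clusters, and no minimum of UMIs for the lists. No p-value is given for any comparison between the libraries or of gene lists, because cells and genes are not replicates. The percentages of shuffles given for Prkd1 and Mbp compare clusters of cells within the 4E-BP1–cKO library and do not stand for replicate mice.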

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

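The tests of technical sources in this part were chosen only after the result was seen. Prkd1 (chromosome 12 of GRCm38 from 50341226 to 50649271) is not among the genes the paper discusses. It had 282 UMIs in the 4E-BP1–cKO cells and 0 in the control cells, although the control library is the deeper one. Against a floor of 3 counts over the control library, its CPM was at least 277-fold higher in the 4E-BP1–cKO library. The exact counting interval of the ratio had a lower limit of 224. Over all barcodes before filtering, the counts were 310 and 0. Prkd1 was higher in the 4E-BP1–cKO cells in 7 of 7 clusters compared.

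The counts argue against several technical sources. A few cells of another type would put the UMIs in few cells, but 32.3% of the 4E-BP1–cKO cells had one, and the markers of other types reached at most 1 cell of that library per type. A change of the surrounding region would move its neighbours, but the largest log2 ratio among the 3 genes within 1 Mb was -0.039. Reads moved from the paralogs would lower Prkd2 and Prkd3, but these had 95 UMIs together in the 4E-BP1–cKO cells, with log2 ratios of -0.26 and 0.03. RNA free in the suspension would give cells of like depth a like number of Prkd1 UMIs in every cluster. The UMIs departed from those expected from depth, beyond counting error, in 4 of 9 clusters, such as 14 against 4.84 expected in cluster 8 and 5 against 14.9 in cluster 9. When cluster names were shuffled among cells of like depth (20 groups), 0.5% of 1000 shuffles were as uneven, or 2.8% with clusters built without the genes that differ between the libraries. For Mbp these values were 65.6 and 22.1%. This test was chosen after comparisons of pairs of clusters, per cell and per UMI, had not decided the question. It argues against free RNA as the whole source, though a part of the UMIs from it is not excluded. A sequence carried only by the 4E-BP1–cKO mice and counted as Prkd1 stays open, as does a higher expression of Prkd1 after loss of 4E-BP1. These cannot be told apart, because there was only 1 library with the Cre driver and that library also carries the deletion. An increase of Prkd1 mRNA in 4E-BP1–cKO microglia is therefore a hypothesis that replicate mice with Cre and intact Eif4ebp1 would test.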

How the results depend on the processing

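The lists, markers, main settings and the rule for named genes were fixed before the data were examined. The genes of other cell types shown beside Itgax (except Mbp), the leading genes of the clusters, Hspa1a, Git2, Myo18b, Prkd2 and Prkd3 were named after their values were seen. The comparisons within clusters rich or poor in ribosomal protein UMIs and the weighting of clusters by their cells in both libraries were chosen only after the results were seen. No paired analysis was possible because there was 1 library per condition. No result has a test between genotypes, so each is judged by whether its sign held and whether it moved beyond its counting interval (counts of clusters, by over 1.5 times). For the main results, 133 comparisons with an alternative left the value within that range, 29 moved it and 3 reversed its sign. For single genes and other values these numbers were 341, 55 and 3. Except where stated, the cause was not tested.

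The number of clusters was between 6 and 13 except at a resolution of 0.2, which gave 4, as fewer clusters are what a lower resolution makes. No cluster was confined to 1 library in the main clustering or in any of the 14 other clusterings. The largest difference in share moved only with thinning, to 10.0 percentage points.

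The difference in the share of cells in clusters high for DAM and IRM (9.90 percentage points) was positive under every setting run. It moved to 4.01 at a resolution of 0.2, to 15.8 with thinning and to 4.68 with lists without the genes of both DAM and IRM. It was also 4.68 when clusters were compared within those with over 3% ribosomal protein UMIs. In both of the last cases cluster 3 no longer counts as high, which lowers the share by construction. The number of clusters in the top 2.5% of random lists for CD11c, 2 in the main setting, was 0 with lists without the genes of both DAM and IRM, 1 with thinning and 0 with the cells of the 4E-BP1–cKO library alone. The last 2 settings also left fewer CD11c genes with enough UMIs (11 and 13, against 16 in the main setting). Of the 14 other clusterings, 11 gave 1 such cluster, and 3 gave 2 (a minimum of 500 detected genes, a resolution of 2.0 and log-normalization). For DAM and for IRM the number, 3 in the main setting, was between 2 and 4 over the other clusterings, except that a resolution of 0.2 gave 1 for DAM.

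The CD11c-associated transcripts moved with depth. With thinning the share of cells with an Itgax UMI was 0.757% in the control library and 0.831% in the 4E-BP1–cKO library, and the share with at least 4 of 7 genes was 0 in both. With a rule of 3 of 7 genes the 4E-BP1–cKO share was 3.25%.

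The log2 ratios between the libraries moved with depth and with how the clusters were weighted. With TMM factors the medians were 0.28 for DAM, 0.28 for IRM and 0.28 for ribosomal proteins. With thinning they were 0.31 for DAM, 0.36 for IRM, 0.38 for ribosomal proteins and 0.39 for ex vivo activation, and the median of the microglial markers reversed to 0.052. The IRM median was 0.22 with a mitochondrial limit of 10% and 0.22 with no doublet removal. Averaged with equal weight over the 7 clusters with at least 20 cells of each library, the medians were 0.086 for DAM and 0.21 for ex vivo activation. They reversed to -0.046 for IRM and -0.0265 for ribosomal proteins. With clusters weighted by their cells in both libraries they were 0.17 for DAM, 0.022 for IRM, 0.0092 for ribosomal proteins and 0.24 for ex vivo activation. Among the genes named with at least 20 UMIs and an interval that excludes a ratio of 1, Cx3cr1 reversed to 0.085, Axl to -0.18 and Sirpa to -0.062, each with thinning. Igf1 and Cd44, whose intervals include 1, also changed sign: Igf1 to 0.34 with a mitochondrial limit of 10%, 0.19 with thinning and 0.27 with clusters weighted by their cells, and Cd44 to 0.030 with thinning. Gpnmb, with 5 and 7 UMIs, went from 1.38 to -0.25 averaged over clusters. Tmem119, Lpl, Spp1 and Prkd1 kept their direction under every setting run.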

Differences from the paper's values

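The share of cells in the clusters that resemble DAM and IRM is about 21% of 386 4E-BP1–cKO cells in Supplemental Figure 4B (clusters 4 and 5 of the paper, read by eye), and it was 33.4% of 431 cells here (clusters 3, 6 and 9). The clusters were rebuilt and the cells kept are not the same, so the denominators differ. The rules differ too, since the paper calls similarity by the overlap of gene lists in panel D and the clusters here were called by the median fold of a list. By overlap cluster 3 held 13 IRM genes against 14.9 expected, or 12 against 6.17 without ribosomal protein genes, so whether it counts depends on these genes. The other clusters, 6 and 9, held 15.8% of the 4E-BP1–cKO cells. Among the alternatives set before the data were examined, the value no longer differed by over 1.5 times with a resolution of 0.2 (14.8%) or 2.0 (30.4%), 10 (28.5%) or 30 (31.3%) principal components, CCA integration (28.3%), no integration (30.4%), log-normalization (29.9%), clustering without the genes that differ between the libraries (29.7%) and lists without the genes of both DAM and IRM (15.8%). It still differed with the mitochondrial limit of 10%, the minimum of 500 detected genes, no doublet removal, resolution 0.8, clustering without ribosomal protein and mitochondrial genes, thinning, lists without ribosomal protein genes and the percentile limit of 90.

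The difference of that share, 4E-BP1–cKO minus control, is about -9 percentage points in Supplemental Figure 4B, read by eye, from about 30% of the control cells. It was 9.90 percentage points here, from 23.5% of the control cells. The sign differed from the paper's under each of the alternatives set before the data were examined.

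The paper states that its clusters resembling DAM and IRM do not resemble CD11c+ microglia. Of the 3 such clusters here, cluster 3 lay at the 8.52nd percentile for the CD11c list, but clusters 6 and 9 lay at the 98.4th and the 99.96th in both libraries together. With the cells of the 4E-BP1–cKO library alone, and with lists without the genes of both DAM and IRM, 0 clusters lay in the top 2.5% of random lists, and with thinning 1 did. Fewer CD11c genes had enough UMIs with the 4E-BP1–cKO cells alone (13) and with thinning (11) than in the main setting (16). Clusters 6 and 9 both did with the cells of the control library alone and with a pseudocount of 10 CPM. They also did with lists without ribosomal protein genes and when compared within the clusters with over 3% ribosomal protein UMIs. Itgax itself was detected in 10 of the 152 cells of cluster 6 and 4 of the 43 cells of cluster 9.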

Other observations

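The tests of other microglial markers, neighboring genes and comparisons among clusters rich in ribosomal protein transcripts, the weighting of clusters by their cells in both libraries and the reading of the dissociation genes as a sign of handling were chosen only after the results were seen, as were the explanations that each test addresses, whereas the list medians, thinning, lists without ribosomal protein genes, means within clusters and clustering without the genes that differ were planned. The 5 genes with the largest log2 ratios, 4E-BP1–cKO over control, were Prkd1, Lpl (1.66; 135 and 148 UMIs in the control and 4E-BP1–cKO cells), Spp1 (1.11), Ankrd33b (1.03) and Ier2 (1.02). The 5 with the smallest were Gm19951 (-2.34), Gm11867 (-1.92), Tmem119 (-1.58), Tg (-1.49) and Hspa1b (-1.34). With 1 library per genotype none has a replicate check. Of the genes the paper names for increased ribosome binding, the mRNA ratios were 0.38 for Axl, -0.31 for Itgb3, -0.29 for Cd44 and 0.16 for Cdc42, which are levels of mRNA and not of ribosome binding.

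Tmem119 (chromosome 5 of GRCm38 from 113793729 to 113800396) had 2080 UMIs in the control cells and 235 in the 4E-BP1–cKO cells, and was lower in 7 of 7 clusters. A general fall of microglial genes is excluded by the other 8 microglial markers, whose median log2 ratio was -0.078 (range, -0.17 to 0.12). The 20 genes within 1 Mb went both ways (log2 ratios from -1.39 to 1.03). The lowest, Myo18b, fell with Tmem119 but had only 62 UMIs in the control cells and 7 in the 4E-BP1–cKO cells. A change of the whole region is excluded by the 8 of them with at least 200 UMIs, of which the lowest, Git2, was at -0.33 (interval of the ratio, 0.687 to 0.914, against 0.290 to 0.381 for Tmem119). A change confined to Tmem119 is not. A candidate explanation is the TMEM119CreERT2 allele, which only the 4E-BP1–cKO mice carry. The mean of the log2 ratios within clusters was -1.54, so the fall does not rest on the shares of cells per cluster. The allele and the loss of 4E-BP1 cannot be told apart here, since no library has one without the other.

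The placement of clusters 3, 6 and 9 for DAM and IRM was tested against the ribosomal protein genes. Without these genes in the lists, the lowest percentile of the 3 clusters was 99.9, so these genes are not the whole source of it. When clusters were compared only within those with over 3% ribosomal protein UMIs, the lowest percentile of cluster 9 for both lists, and of cluster 6 for IRM, was 99.95 with the full lists or their shorter forms, which argues against cells poor in such transcripts as their source. In cluster 6 the full DAM list stayed at 99.98, but the DAM genes not shared with IRM fell to 77.2, from 99.7 against all cells. For cluster 3 the DAM percentile fell to 83.3. Both falls are consistent with a placement that comes from such cells among those compared.

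The clusters high for DAM and IRM held a larger share of the 4E-BP1–cKO library. Among the 1057 control and 361 4E-BP1–cKO cells deep enough to be thinned to the same depth, the difference was 15.8 percentage points. This argues against depth as its source in those cells. Thinning left out 87 of the 1144 control cells and 70 of the 431 4E-BP1–cKO cells. The size of the difference with thinning may reflect that unequal loss. The difference was 9.68 percentage points without the genes that differ by over 1.5-fold between the libraries in the clustering, which argues against those genes as its source. Genes with smaller differences stayed in the clustering and are not excluded. The median log2 ratios of 0.24 for ribosomal proteins and 0.30 for ex vivo activation are below that limit. Clusters with over 3% ribosomal protein UMIs took 44.7% of the control cells and 55.5% of the 4E-BP1–cKO cells. Among those cells, the difference was 7.61 percentage points (-0.248 to 15.3), so a larger share of cells rich in ribosomal protein transcripts cannot be told apart from a shift within them at this number of cells. The clusters with a smaller ribosomal protein share had a larger median share of Malat1 and Neat1 UMIs (5.32% against 2.87%). They also had fewer UMIs per cell (median, 2240 against 5207.5). Cell integrity was not tested, so a difference in it between these groups of clusters stays open. Cluster 3 had the largest difference of the 3 clusters, 5.22 percentage points. It also had 17 of the 20 ex vivo activation genes raised against 2.68 expected (median log2 fold, 0.98, at the 100th percentile). Against only the clusters with over 3% ribosomal protein UMIs, that median was 0.86, again at the 100th percentile. An effect of tissue dissociation on the share of cluster 3 therefore stays open. Sorting, capture and genotype also differ between the libraries, and an effect of 4E-BP1 on the DAM and IRM states was not tested.

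The median log2 ratios of the lists were 0.24 for DAM, 0.24 for IRM, 0.29 for CD11c, 0.24 for ribosomal proteins and 0.30 for ex vivo activation, all at or above the 99.99th percentile of random lists, and -0.08 for the microglial markers, at the 24.6th. The median over genes with at least 200 UMIs was -0.04. The ribosomal protein median may come from the shares of cells per cluster, since it was 0.0092 when both libraries were given the same cluster shares, and the IRM median was then 0.022. The clusters themselves were built from counts that include these genes, which limits this test. The IRM list without ribosomal protein genes was still at 0.13 with that weighting (99.99th percentile), but at -0.10 (77.5th) averaged over clusters with equal weight. The equal weighting covered only the 7 clusters with at least 20 cells of each library, so it left out clusters 8 and 9, whereas the other covered all 9. For this part the shares of cells per cluster and a higher level within clusters cannot be told apart, because the weightings go apart and cover different clusters. The DAM median was still 0.17 with the same cluster shares and 0.086 with equal weight, both at the 100th percentile, so cluster shares do not account for all of it. The CD11c median was 0.31 (99.96th) with the same cluster shares and 0.19 (99.99th) with equal weight, so neither weighting removed it. For a higher DAM or CD11c level within clusters, a biological effect of the deletion remains a hypothesis.

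Ier2 was higher and Hspa1b lower in the 4E-BP1–cKO library, and both are on the list of genes induced by tissue dissociation. A candidate explanation is a difference in handling between the 2 cell suspensions, since the methods name 2 cell sorters and do not say which was used for which library. Of the 20 genes, 16 were higher in the 4E-BP1–cKO library, while Hspa1a (-0.62) and Hspa1b were among those that were lower. Handling and genotype cannot be told apart with 1 library each, because both would move the same genes.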
